# Curcumin induced oxidative stress causes autophagy and apoptosis in bovine leucocytes transformed by *Theileria annulata*

**DOI:** 10.1038/s41420-019-0180-8

**Published:** 2019-06-04

**Authors:** Prasanna Babu Araveti, Anand Srivastava

**Keywords:** Antiparasitic agents, Parasitic infection

## Abstract

Bovine tropical theileriosis is a tick-borne disease, caused by *Theileria annulata* which is a protozoan parasite that resides within the B-cells and macrophages. *T. annulata* is a unique parasite that can transform bovine leucocytes which leads to the cancer hallmarks in the infected cells. Previously, curcumin has been shown to possess multiple pharmacological activities such as anti-inflammatory and anti-cancer activities. In this study, we demonstrated that curcumin inhibits the proliferation of *Theileria*-transformed bovine leucocytes by promoting apoptosis and autophagy. The transcriptome analysis of curcumin treated cells showed that the genes involved in cell death and autophagy are also differentially regulated. We further elucidated the mechanism of action of curcumin on *Theileria* infected bovine cells. We found that curcumin induced the generation of reactive oxygen species (ROS) which activated caspase 8 and destabilized the mitochondrial membrane potential leading to the release of cytochrome c from mitochondria. This subsequently led to the activation of caspase 3 and PARP cleavage, finally leading to apoptosis in the infected cells. Furthermore, curcumin induced the process of autophagy which was characterized by the formation of acidic vesicular organelles, LC3B accumulation with lysosome inhibitor, E64d, and the presence of autophagosomes as visualized by transmission electron microscopy (TEM). Curcumin treatment suppressed the mTOR and increased the expression of autophagy-related proteins. We also found that N- acetylcysteine, an inhibitor of ROS, could rescue the infected cells from curcumin induced apoptosis and autophagy mediated cell death. Intriguingly, curcumin had no effect on uninfected bovine PBMCs. Altogether, these data suggest the therapeutic potential of curcumin against bovine tropical theileriosis.

## Introduction

Bovine tropical theileriosis is a tick-borne disease transmitted by *Hyalomma* spp., and is endemic to Southern Europe, North Africa and Asia^1^. It is caused by *Theileria annulata* which is an obligate intracellular protozoan parasite of order Piroplasmida. *T. annulata* has a complex life cycle comprising of two hosts^2^. After completion of sexual reproduction stages in the tick gut, *T. annulata* migrates to the acinar cells of tick salivary glands where it matures as sporozoites and is released in the saliva^2^. Upon entering the bovine bloodstream, sporozoites invade the monocytes, macrophages and/or B-cells. After parasite entry into the host leucocytes through a zippering mechanism, it clears the surrounding host membrane^3^ and alters several signaling pathways of the host, leading to the transformation of the host cells^4^.

*Theileria* infected bovine leucocytes have cancer hallmarks^5^. The homeostasis of various signaling pathways such as NF-κB, Ras-ERK, and PI3K-Akt get altered in the cancerous cells^6^. NF-κB is a transcription factor which plays a conserved role in apoptosis, proliferation, differentiation, and development^7^. The activation of NF-κB in cancer cells prevents apoptosis thus leading to cancer cell proliferation^8^. *Theileria* infected leucocytes have been shown to constitutively activate NF-κB^9^ leading to protection against apoptosis. Phosphoinositide 3-kinase (PI3-K)/Akt signaling plays a pivotal role in various signal transduction pathways. PI3-K/Akt signaling gets activated in response to growth factors and contributes to several cellular functions such as glucose metabolism, cell proliferation, apoptosis and transcription^10^. However, PI3-K/Akt pathway is aberrantly activated in human cancers leading to cellular transformation, cancer progression, and drug resistance^11^. *Theileria* transformed leucocytes activate Akt/PKB pathway in a parasite dependent manner but is shown not to be linked to NF-κB activation^12^. *Theileria* induces increased PI3-K activity in the infected B-lymphocytes which is required for continuous proliferation^13^. *Theileria* parasites activate the oncogene, c-Myc and promote the survival of infected B-lymphocytes^14^. The hypoxia inducible factor (HIF1) which is a master regulator of cellular and developmental O_2_ homeostasis has been shown to be activated in most of the cancers^15^. Further, anti-cancer effects of HIF1 inhibitors have been reported^16^. In theileriosis, the *T. annulata* has been shown to induce the HIF1a (a subunit of HIF1) activation^17^. Thus, there exist enough evidence that the *Theileria* parasite induces cancer-like phenotype in the host cells.

Curcumin (diferuloylmethane), a polyphenol extracted from the plant *Curcuma longa* (commonly known as turmeric), has been known to possess anti-inflammatory and anti-cancer properties^18,19^. Curcumin has been demonstrated to modulate the proliferation and cellular response of macrophages, natural killer cells and various other immune cell types^20,21^. Curcumin kills tumor cells by modulating several cell signaling pathways such as it inhibits activation of NF-κB leading to apoptosis in the tumor cells^22,23^. Further, curcumin induces apoptosis through the release of cytochrome c and inhibits Akt in renal cancer cells^24^. It is also considered that PKC, mTOR, and EGFR tyrosine kinase are the major upstream molecular targets for curcumin whereas c-jun, c-myc, cyclin dependent kinases, and Akt are the downstream targets^25^. Furthermore, clinical trials of curcumin on humans against various cancers have been encouraging^26–28^ (www.clinicaltrials.gov).

In the present study, we demonstrate for the first time that curcumin induces apoptosis in *Theileria* infected bovine leucocytes but not in uninfected bovine PBMCs. Further, we unveil the mechanism of action of curcumin in killing of the *Theileria* infected bovine leucocytes. We show that the curcumin treatment of *Theileria* infected cells leads to caspase 8 activation, the release of cytochrome c to the cytosol and finally the activation of caspase 3. We also demonstrated for the first time that curcumin treatment of *Theileria* infected cells induces autophagy pathway through mTOR inhibition. Finally, we showed that curcumin activates both the apoptosis pathway and autophagy by inducing oxidative stress which can be reverted back by using an anti-oxidant. This is first study showing therapeutic potential of curcumin against theileriosis.

## Materials and methods

### Chemicals and reagents

Ficoll paque plus, DMSO, curcumin, N- acetyl L- cysteine (NAC), and 2′,7′-Dichlorofluorescin diacetate (DCF-DA) were purchased from Sigma- Aldrich. Culture medium RPMI-1640, fetal bovine serum, and penicillin-streptomycin were obtained from Gibco (Life Technologies). Acridine orange purchased from Molecular Probes (Life Technologies). Caspase 3 fluorogenic substrate Ac (N-acetyl)-DEVD-AFC, caspase 3 inhibitor (Ac-DEVD-CHO), caspase 8 fluorogenic substrate Ac-IETD-AFC, caspase 8 inhibitor (Z-IETD-FMK) and antibodies against caspase 8 and cytochrome c were purchased from BD Pharmingen. Antibodies against β-tubulin, and Akt, were purchased from Santa Cruz Biotechnology. Antibodies against LC3A/B, Phospho-Akt, PARP, mTOR, Phospho-mTOR (Ser 2448), and IKKβ were purchased from Cell Signaling Technology. Antibodies against Bcl2 and pBad were obtained from Novus Biologicals. Secondary antibodies, anti-mouse IgG conjugated with HRP, and anti-rabbit IgG conjugated with HRP were purchased from Pierce. E64d was purchased from Cayman chemicals. mCherry-hLC3B-pcDNA3.1 was a gift from David Rubinsztein (Addgene plasmid # 40827).

### Ethical statement

Complete blood was collected from the external jugular vein of apparently healthy cattle by the trained veterinarian with the consent of the owner. All the experiments were performed in accordance with relevant guidelines and regulations.

### Establishment of parasite cell culture from a field isolate

Blood sample from *Theileria* infected cattle was collected in Vacutainer (BD, Pharmigen), from Anantapur district of Andhra Pradesh, India. The whole blood was processed to isolate the peripheral blood mononuclear cells (PBMCs) using standard density gradient method. Briefly, blood was diluted with PBS in 1:1(v/v) ratio and then layered onto Ficoll Paque Plus (GE healthcare) in 3:4 (v/v) ratio, centrifuged at 400 g for 40 min at 28 °C. After centrifugation, bovine PBMCs were collected and washed twice with PBS. The isolated PBMCs were then cultured in complete RPMI media-1640 (Gibco, Life technologies) (supplemented with 10% fetal bovine serum, 2 mM L-glutamine, 25 mM HEPES, 0.1% PenStrep) at 37 °C with 5% CO_2_^29^. The field isolate thus obtained was named as Ana2014. Uninfected PBMCs from apparently healthy cattle (negative for *Theileria* infection) were also isolated using the standard protocol as mentioned above.

### Curcumin treatment to Ana2014 cells and cell viability assay

A stock solution of curcumin (100 mM) was prepared in DMSO and stored at 4 °C. For each experiment, curcumin was diluted with complete RPMI-1640 medium to the concentrations indicated so that a final DMSO concentration was less than 0.1% (v/v). Cells were seeded at 3 × 10^5^ cells/ml and treated with an appropriate concentration of curcumin after six hours of incubation. Trypan blue dye exclusion assay was performed after 12, 24, and 36 h of curcumin treatment and inhibition percentage was calculated using the formula,

Inhibition percentage = [(number of live cells in control−number of live cells in treated)/number of live cells in control] × 100.

### Curcumin uptake

After curcumin treatment (20 µM), 3 × 10^6^ cells were taken and washed twice with PBS. The cells were centrifuged at 1000 g for 5 min at room temperature and the cell pellet was resuspended in 300 μl of methanol. The cells were sonicated and centrifuged at 13000 × *g* for 15 mins at room temperature. The supernatant was collected and absorbance in the range of 300–700 nm using UV/visible spectrophotometer was analyzed. Curcumin uptake by the cells was estimated by plotting standard curve.

### Annexin V-FITC/ propidium iodide assay and Terminal deoxynucleotidyl transferase (TdT) mediated dUTP nick-end labeling (TUNEL) assay

Annexin V-FITC/propidium iodide (PI) assay was carried out according to the manufacturer (BD Pharmingen) recommended procedure. Briefly, 1 × 10^6^ cells were collected after curcumin treatment and washed with PBS. The cells were centrifuged at 400 g for 5 min at room temperature and were re-suspended in 100 µl of binding buffer containing 5 µl of annexin V-FITC and 5 µl of propidium iodide. The cells were analyzed for annexin V-FITC/PI staining after incubation for 15 min at room temperature in the dark.

For Terminal deoxynucleotidyl transferase (TdT) mediated dUTP nick-end labeling (TUNEL) assay, cells were labeled by catalytically incorporating FITC-dUTP at the 3′- hydroxyl ends of the fragmented DNA by enzyme terminal deoxynucleotidyl transferase (TdT) using APO-DIRECT kit (BD Pharmingen). Staining procedures were performed according to the instructions provided in the kit.

For both the Annexin V-FITC/propidium iodide and TUNEL assay, a total of 10,000 events were acquired on a flow cytometer (BD LSRFortessa, BD Biosciences) and analyzed using FlowJo software.

### Library Preparation, Illumnia sequencing, and gene ontology studies

The Ana2014 cells were treated with 20 μM curcumin for 24 h. Total RNA was extracted from untreated and 24 h curcumin treated Ana2014 cells using RNAiso Plus (TaKaRa, Japan) followed by treatment with DNase I. Whole transcriptome sequencing was carried out at Genotypic Technology Pvt. Ltd., Bangalore, India. RNA purity, concentration and integrity values were assessed using Bioanalyzer 2100 system (Agilent Technologies, CA, USA). Sequencing libraries were constructed following NEBNext® Ultra™ Directional RNA Library Prep Kit protocol and then processed by Illumina HiSeq Paired-end sequencing. Raw read data was run through quality control metrics using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Sequence reads were aligned with the *Bos taurus* genome (UMD3.1 build, Ensembl.org) and *Theileria annulata* reference genome (ftp://ftp.sanger.ac.uk/pub/project/pathogens/T_annulata) using HISAT2. The quantification of the transcripts was performed using Cufflinks^30^. Cuffdiff was used to calculate the differentially expressed transcripts and categorized them into upregulated or down-regulated based on log_2_fold change values^31^. Genes with log2fold change values below −1.5 and above 1.5 were considered as downregulated and upregulated respectively, compared to the control. These genes were further analyzed for gene ontology based on biological process (GO-BP) using the Generic Gene Ontology Term Finder^32^.

### Validation of differentially regulated genes by quantitative RT-PCR

The Ana2014 cells were cultured with and without 20 µM curcumin for 24 h. Total RNA was isolated from both curcumin untreated and treated cells using Nucleospin RNA plus (Macherey-Nagel, Germany) according to manufacturer instructions. RNA concentration was quantified using NanoDrop 1000 Spectrophotometer (Thermo Fisher Scientific Inc., USA). Samples with A260/280 ratio between 1.9 and 2.1 and A260/230 ratio greater than 2.0 were used for cDNA synthesis. One microgram of RNA was taken for cDNA preparation using PrimeScript 1st strand cDNA Synthesis Kit (TaKaRa, Japan) according to the manufacturer’s instructions. The cDNA was diluted 10-fold with deionised water and used as template for quantitative real time PCR (qRT-PCR). qRT- PCR was performed using SYBR Premix Ex Taq™ (Tli RNaseH Plus) (TaKaRa, Japan) and 7500 Real Time PCR detection system (Applied Biosystem, USA). The reaction mixture (10 µl) contained 5 µl 2× SYBR Premix Ex Taq™, 0.2 µM each of forward and reverse primers, 2 µl cDNA and 0.2 µl ROX reference dye II. The thermal cycle conditions used were as follows: 95 °C for 10 min followed by 40 cycles of 95 °C for 15 s, annealing at variable temperature (primer pair dependent) for 30 s, 72 °C for 10 s and finally melt curve conditions pre-set in 7500 Real Time PCR detection system. TBP (TATA box binding protein) and PPIA (Peptidylprolyl isomerase A) were used as endogenous controls. The BoTBP and BoPPIA are found to be the stable reference genes for bovine host (unpublished data). The expression level of upregulated and downregulated genes was calculated using the 2^−ΔΔCt^ method by normalizing with the geometrical mean of the Ct values of BoTBP and BoPPIA. The primer sequences of the genes are listed (Table S1).

### Determination of caspase 3 and caspase 8 activity

Total protein from curcumin treated and untreated cells were extracted in ice-cold cell lysis buffer (10 mM Tris HCl, 10 mM NaH_2_PO_4_/NaHPO_4_ pH 7.5, 130 mM NaCl, 1% Triton X-100, 10 mM sodiumpyrophosphate) by incubating on ice for 15 mins. After incubation, cells were briefly sonicated and centrifuged at 13,000 × *g* for 10 min at 4 °C. The supernatant was used for assay after quantifying protein concentration through BCA assay kit (Pierce, Thermo Scientific). A 50 µg of total protein of curcumin treated and control samples each were added to the reaction mixture containing either caspase 3 substrate (Ac (N-acetyle)-DEVD-AFC) with and without caspase 3 inhibitor (Ac-DEVD-CHO) or caspase 8 substrate (Ac-IETD-AFC) with and without caspase 8 inhibitor (Z-IETD-FMK) in caspase reaction buffer (40 mM HEPES pH-7.5, 20% glycerol, 4 mM dithiothitol). The release of AFC was detected using multimode plate reader (PerkinElmer EnSpire) with an excitation wavelength of 400 nm and an emission wavelength of 505 nm. The relative fluorescence units of curcumin treated samples with respect to untreated samples were plotted. Further, the inhibition of specific activity of caspase 3 and caspase 8 were determined by their respective inhibitors.

### Western blot

Cell pellets of different experimental conditions were lysed in RIPA buffer (50 mM Tris–HCl pH-7.4, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, 150 mM NaCl, 2 mM EDTA, 50 mM sodium fluoride, 0.2 mM sodium orthovanadate, 1 mM PMSF, 1 mM leupeptin) by incubating on ice for 30 min and then by brief sonication. The cell debris was removed by centrifugation at 13,000 × *g* for 10 min at 4 °C and supernatant was collected. Protein concentration was determined using BCA assay kit (Pierce, Thermo Scientific). Laemmli buffer (5 × ) was added to each cell lysate. The lysate was denatured by incubating at 95 °C for 5 min. Cell lysates (50 µg per lane) were resolved by SDS-PAGE (12% or 10% (w/v) polyacrylamide). Proteins were then electro-transferred onto PVDF membranes. The membranes were blocked with 5% non-fat milk or 5% BSA in TBST (TBS and 0.1% Tween) for 1 h at room temperature and incubated with primary antibodies for overnight at 4 °C. After washing thrice with TBST the membrane was incubated with the relevant secondary antibodies for 1 h at room temperature. After incubation, the membrane was washed thrice with TBST and chemiluminescent signals were captured using SuperSignal West Pico Chemiluminescent Substrate (Thermo Scientific) in G: BOX Chemi imaging system (Syngene). The protein band density was quantified using the ImageJ software (Version 1.51k; NIH, Bethesda, MD, USA), with β-tubulin as a loading control. The relative intensity of each band was normalized to the band of β-tubulin respectively. All experiments were conducted in triplicate.

### Preparation of cytosolic and mitochondrial fraction

In total 1 × 10^7^ cells (curcumin treated and untreated) were washed once with PBS and were re-suspended in 500 µl of mitochondrial isolation buffer (10 mM HEPES- KOH, pH 7.2, containing 1.5 mM MgCl_2_, 1 mM EDTA, 1 mM EGTA, 0.21 M sucrose, 70 mM mannitol, 1 mM PMSF, 1 mM leupeptin)^33^. Cells were incubated on ice for 60 min with frequent taping. The cellular suspension was homogenized with a glass dounce homogenizer with 40 times up and down passes of the pestle. The homogenate was centrifuged at 1000 × *g* for 10 min at 4 °C to remove nuclei and intact cells. The supernatant was centrifuged at 13,000 × *g* for 15 min at 4 °C to remove mitochondria and other cell organelles. The resulting supernatant (cytosolic fraction) was taken for western blotting.

### Acridine orange staining

Cells (curcumin treated and untreated) were pelleted down and washed once with PBS. Cells were then stained with 5 µg/ml acridine orange at 37 °C for 15 min in dark, mounted on poly-lysine coated slides. The images were collected immediately using confocal microscope (Leica SP8, Leica Microsystems) and processed using LAS X software.

### Fluorescent measurement of ROS

DCF-DA was used to detect ROS production in curcumin treated cells. Briefly, 3 × 10^5^ cells treated with or without 10 mM NAC for two hours before curcumin treatment. After washing twice with PBS, the cells were incubated with 20 µM DCF-DA in PBS at 37 °C and 5% CO_2_ in dark for 20 min. Fluorescence intensities were recorded using a flow cytometer (BD LSRFortessa, BD Biosciences).

### Transfection

Plasmid (mCherry-hLC3B-pcDNA3.1) was transfected into the Ana2014 cells using Lonza nucleofection protocol following DS103 program and with SF solution. 1 × 10^6^ cells were used per transfection with 2 μg plasmid DNA in 82 µl of SF solution and 18 µl of supplement. The cells were treated with curcumin 24 h post-transfection. The cells were visualized under confocal microscope (Leica SP8, Leica Microsystems) and the images were processed using LAS X software.

### Transmission electron microscopy (TEM)

Curcumin untreated and treated cells were fixed in 2.5% glutaraldehyde in 0.1 M phosphate buffer (pH 7.2) for 24 h at 4 °C, and washed 4 times each for 45 min with PBS. The cells were then post fixed in 1% aqueous osmium tetroxide for 2 h and washed six times with deionized distilled water for 45 min in each wash. The samples were dehydrated with series of graded alcohols, infiltrated and embedded in araldite 6005 resin or spurr resin^34^. The cells were then incubated at 80 °C for 72 h for complete polymerization. Ultra-thin (60 nm) sections were made with a glass knife on ultra-microtome (Leica Ultra UCT-GA-D/E-1/00), mounted on copper grids and stained with saturated aqueous urenyl acetate (UA), and counterstained with Reynolds lead citrate (LC). Transmission electron microscopy was carried out with JEM2100 (Jeol, Japan) transmission electron microscope facility at the CSIR-Centre for Cellular and Molecular Biology (CSIR-CCMB), Hyderabad, India.

### Statistical analysis

All experiments (except RNAseq experiment) were performed at least thrice. The results are shown as the mean values ± standard deviation (S.D.). The statistical tests were performed with the software Graphpad Prism (Version 7.04). The data were statistically analyzed by *t*-test. For all the tests, *p* < 0.05 was considered significant. In case of RNAseq experiment only one sample each of control (untreated) and curcumin treated were used.

## Results

### Isolation and characterization of Ana2014 cells: a field isolate

The isolated PBMCs collected from *Theileria* infected bovine which survived after 4–5 passages in complete RPMI media were named as Ana2014 (unpublished work). Only *Theileria* infected cells have the potential to proliferate indefinitely in culture conditions. The presence of *Theileria annulata* in Ana2014 was confirmed using AccuPower *Theileria* PCR kit (Bioneer, Korea) (Figure S2a). Also, PCR with *Theileria* specific genes TA18945 (TaPIN), TA19600, and TA13185 confirmed the presence of *Theileria* parasites in Ana2014 cells (Figure S2b).

### Curcumin inhibits the proliferation of Ana2014 cells

To examine the effect of curcumin on proliferation of Ana2014 cells, the cells were treated with different concentrations (1 µM, 2.5 µM, 5 µM, 10 µM, and 20 µM) of curcumin for 12 h, 24 h, and 36 h. The viability of the cells was assessed through trypan blue dye exclusion assay after every 12 h which showed that curcumin inhibited the growth of Ana2014 cells in a dose-dependent and time-dependent manner (Fig. 1a). However, no cell death was observed when uninfected PBMCs isolated from healthy cattle were treated with curcumin (20 µM) for 24 h (Figure S1a). This suggests that curcumin specifically kills *Theileria* infected cells.

**Fig. 1:**
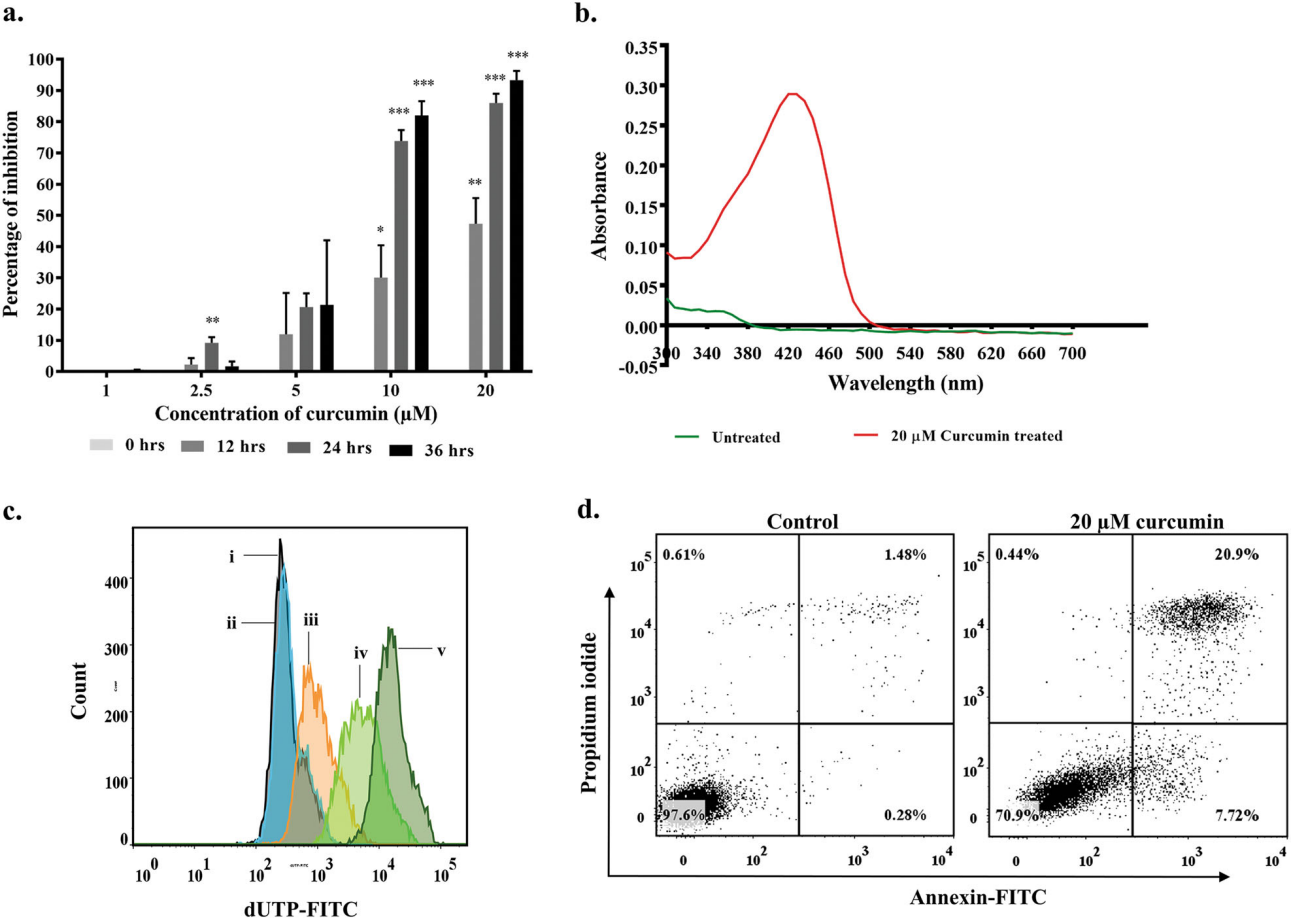
Cellular uptake of curcumin and induction of cell death in Ana2014 cells. **a** percentage of growth inhibition upon treating infected cells with various concentrations (1, 2.5, 5, 10 and 20 µM) of curcumin at various time points (12, 24 and 36 h), **b** Absorbance of curcumin in methanolic extract of Ana2014 cells. Red line indicates the absorbance in the curcumin treated cells and green line indicates the absorbance in untreated cells, **c** TUNEL assay representing DNA fragmentation induced by curcumin. (i) unstained, (ii) untreated, (iii) 20 µM, (iv) 40 µM and (v) 80 µM, **d** Annexin V FITC- PI staining of untreated and 20 µM curcumin treated Ana2014 cells for 24 h, showing the percentage of live, early apoptotic, apoptotic and necrotic cell population. *N* = 3. Data are presented as mean ± SD. * represents *p* < 0.05, ** represents *p* < 0.01, and *** represents *p* < 0.001, compared with the untreated group

Since there is a linear relationship between the curcumin concentration and absorbance at 428 nm (Figure S1b), we estimated actual curcumin uptake by Ana2014 cells by the absorbance measurement at 428 nm of methanolic extract of cell lysates. After incubating Ana2014 cells with 20 µM curcumin for 24 h, 1.16 µg/million/ml of curcumin was found within the cells (Fig. 1b).

### Curcumin treatment of Ana2014 cells leads to differential expression of genes involved in autophagy and cell death

Whole transcriptome sequencing carried out to evaluate the influence of curcumin treatment on Ana2014 cells was submitted to the SRA database with accession number-GSE119138. 

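Ana2014 is a culture of bovine leucocytes infected with the protozoan parasite Theileria annulata, so its RNA holds transcripts of the host and of the parasite. One library was made from untreated cells and 1 from cells treated with 20 µM curcumin for 24 h. With 1 library per condition no value has a replicate error, and none of the differences between the libraries has a replicate check. The authors aligned the paired reads to the bovine genome, build UMD3.1, and to the T. annulata genome with HISAT2, and quantified transcripts with Cufflinks. They compared the libraries with Cuffdiff and gave the results for each species apart. The values are FPKM, which is fragments scaled by transcript length and library size, and no count of reads or fragments comes with them. Over the bovine transcripts FPKM summed to 413076 in the untreated library and to 338903 in the curcumin library, of which the 10 most abundant transcripts took 12.4% and 15.5%. Over the parasite transcripts the sums were 234844 and 204351. The depth of the libraries is therefore unknown, and no counting error is given. Log2 fold changes were recomputed here as the log2 of curcumin over untreated FPKM without a pseudocount, for transcripts with a value above 0 in both libraries, and differed by at most 4.76e-05 from those of the authors' deposited table. A transcript with no FPKM listed in one library was given no fold change. How the libraries were scaled to each other is not given in the sources used here, and every fold change depends on it.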

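The bovine data held 9340 transcript entries on 30 chromosomes, chromosome X included, with 9284 transcript IDs and 8956 gene names, of which 350 names had more than 1 transcript. FPKM was above 0 for 9245 transcripts in the untreated library and for 9276 in the curcumin library, a mean of 9260.5 over both. There were 9181 transcripts with a value in both libraries. For 64 transcripts a value was listed in the untreated library only, and for 95 in the curcumin library only. The median FPKM was 4.14 in the untreated library and 3.09 in the curcumin library. A detection limit of FPKM 1 moved these counts most and left 7061 transcripts in the untreated and 6818 in the curcumin library.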

The transcriptome analysis showed total 12487 transcripts of *Bos taurus*, on an average, in both untreated and curcumin treated cells. 

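Of the 9181 transcripts with FPKM in both libraries, 6294 (68.6%) were lower after curcumin treatment and 2887 were higher as the authors scaled the libraries, with a median log2 fold change of -0.41. With any fold change past 0 taken as a call these would be the numbers of regulated transcripts. The authors' deposited table calls 795 transcripts up, 2131 down and 6255 neutral. A further 64 are called expressed only in control and 95 only in treated cells in the authors' deposited table. In the authors' deposited table every transcript called up has a log2 fold change above 1, every one called down has one below -1, and the neutral ones lie between. The p-values in the authors' deposited table are under 0.05 for 451 of the 9340 transcripts (4.83%), among them 41 of those called up and 311 of those called down. Adjusting these p-values over all 9340 transcripts by the Benjamini-Hochberg procedure returned the q-values of the authors' deposited table to within 5.14e-07. No q-value in the authors' deposited table is under 0.05. Its smallest, 0.0778, belongs to 6 transcripts that each have FPKM in 1 library only, and among transcripts with FPKM in both libraries the smallest is 0.117.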

Cuffdiff analysis showed that 795 transcripts were upregulated and 2131 transcripts were downregulated after curcumin treatment. The differentially regulated genes data was validated by qRT-PCR. Eight transcripts were randomly chosen from each upregulated and downregulated dataset. 

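RNA for qRT-PCR was isolated separately from that for sequencing. The genes chosen for it were looked up by the symbols of Table S1, with TXNRD read as TXNRD1. Of the 16 genes, 15 had a bovine transcript under that symbol, each with 1 transcript. No transcript was listed under FBH1. A transcript listed as FBXO18 and described as an F-box protein and helicase fell from 10.6 to 3.54 FPKM (-1.59). It was picked out after its values were seen, and no source used here pairs the names, so it is not counted among the 15. In the sequencing data 8 of the 15 genes were higher after curcumin treatment, all above the cutoff of 1.5, and 7 were lower, all below -1.5. CDKL2, on chromosome 6 from 92150075 to 92191145 of UMD3.1, rose from 0.468 to 2.39 FPKM, a log2 fold change of 2.35. The other genes that rose were TRIB3 at 2.20, SLC1A4 at 2.20, TXNRD1 at 2.12, ICAM1 at 2.11, RAB14 at 1.99, GFPT1 at 1.94 and KPNA4 at 1.78. Their FPKM in the curcumin library lay between 2.39 for CDKL2 and 102.1 for ICAM1. TRAF3IP3, on chromosome 16 from 75423472 to 75446749, fell from 61.5 to 10.3 FPKM, a log2 fold change of -2.57. The others that fell were FASN at -2.34, RAC2 at -1.84, IKBKE at -1.84, MGME1 at -1.84, LCP1 at -1.71 and MFNG at -1.62. LCP1 was the most abundant of the 15 genes, with 393.2 FPKM in the untreated and 120.1 in the curcumin library. Each gene kept its direction under every pseudocount and scaling tried, though a pseudocount cannot change a direction. The fold change of CDKL2 moved most, to 1.21 with a pseudocount of 1. Of those that fell, MFNG moved to -1.17 with the fold changes centred on the median of transcripts with a mean FPKM of at least 1. In all, 8 of the 15 genes were short of the cutoff under at least 1 setting. With a pseudocount of 1 these were 3 that rose and 2 that fell, and after centring 5 that fell. In the authors' deposited table the p-values of these 15 genes run from 0.0029 to 0.04985 and their q-values from 0.565 to 0.924.

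**Figure D1:**
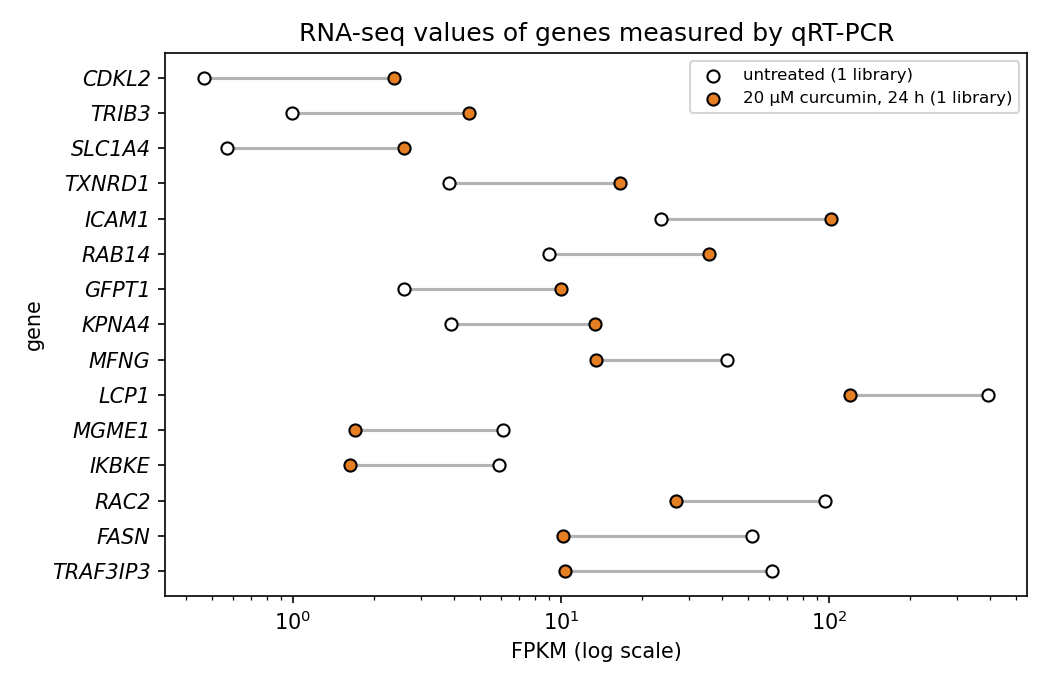
FPKM (log scale) of the 15 genes measured by qRT-PCR that have a bovine transcript under the symbol of Table S1, in the untreated library (open circles) and the curcumin library (filled circles), 1 library each and therefore without error bars. Genes are ordered by log2 fold change, from CDKL2 at 2.35 to TRAF3IP3 at -2.57; the upper 8 rise and the lower 7 fall.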

The qRT-PCR analysis showed similar regulation as obtained from the RNA-seq experiment data (Figure S4).

The log2fold change values with the cutoff of above 1.5 and below −1.5 were considered as upregulated and downregulated respectively. In total 443 transcripts were found to have >1.5 log2fold change value and 933 transcripts were found to have less than −1.5 log2fold change value. 

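The 443 transcripts above 1.5 carried 441 gene names, with 46 transcripts known only by an Ensembl gene ID, and the 933 below -1.5 carried 914, with 117 transcripts known only by such an ID. Counted with the fold change column of the authors' deposited table, the numbers were also 443 and 933. The transcripts that rose had low values, with a median of 0.163 FPKM in the untreated and 0.924 in the curcumin library, and 309 of them (69.8%) had a mean FPKM under 1 over both libraries. Those that fell had medians of 2.78 and 0.647 FPKM, and 359 (38.5%) had a mean under 1. Among the transcripts with a mean FPKM of at least 10, 6 rose past the cutoff and 182 fell past it. Fold changes spread more widely at low values, with an interquartile range of 1.92 on the log2 scale at a mean FPKM under 1 against 0.83 at 10 or more. The largest sizes, 17.6 above and 18.2 below 0, belong to transcripts whose estimate in 1 library was close to 0. Upregulated transcripts made up 32.2% of those past the cutoffs. Centring the log2 fold changes on their median of -0.45 over transcripts with a mean FPKM of at least 1 gave 742 above and 472 below (61.1% upregulated), and scaling both libraries to the same total FPKM, a shift of 0.29, gave 618 and 599 (50.8%). Requiring a mean FPKM of at least 5, the filter that moved the counts most, left 15 above and 294 below.

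**Figure D2:**
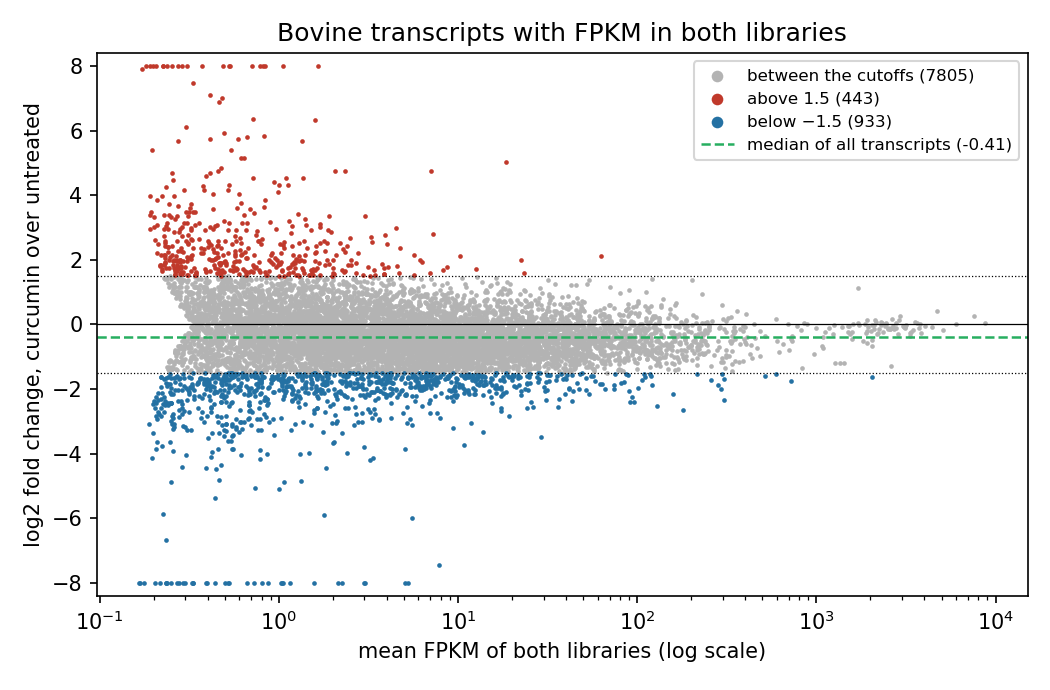
Log2 fold change of each of the 9181 bovine transcripts with FPKM in both libraries against its mean FPKM (log scale). Dotted lines mark the cutoffs of 1.5 and -1.5 and the dashed line the median, 58 transcripts past 8 in either direction are drawn at the edge, and of the 443 above 1.5 only 6 lie at a mean FPKM of 10 or more.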

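Among transcripts with a gene symbol and a mean FPKM of at least 10, the lowest log2 fold change was that of syntaxin 10 (STX10), on chromosome 7 from 13548240 to 13551708 of UMD3.1. It fell from 20.0 to 1.49 FPKM, a log2 fold change of -3.75. BoLA DR-ALPHA, a class II histocompatibility antigen on chromosome 23 from 25587525 to 25592227, fell from 53.1 to 4.77 FPKM (-3.47). The acyl-CoA synthetase ACSS2, on chromosome 13 from 64794727 to 64841518, fell from 25.2 to 2.50 FPKM (-3.33). One of 2 transcripts of IDH3G, on chromosome X, fell from 21.0 to 2.53 FPKM (-3.05), while the other fell from 19.8 to 10.6 (-0.91), and their sum had a log2 fold change of -1.64. The isopentenyl-diphosphate isomerase IDI1, on chromosome 13 from 46682709 to 46685834, fell from 33.8 to 4.77 FPKM (-2.82). Apart from TXNRD1, ICAM1 and RAB14, which were also measured by qRT-PCR, the highest in the same set were DYNC1LI2, on chromosome 18 from 34577219 to 34597773, which rose from 5.84 to 19.4 FPKM (1.73), and NDUFA12, a subunit of NADH dehydrogenase on chromosome 5 from 24846224 to 24873123, which rose from 11.6 to 34.9 FPKM (1.58). These transcripts were past the cutoff under each pseudocount and scaling tried.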

The heap map of these differentially expressed genes is shown in Figure S5. The GO-BP analysis showed that out of the various biological processes such as metabolic processes, cellular processes, developmental processes, immune system processes, biological regulation etc., majority of these differentially expressed genes were involved in the metabolic processes and cellular processes, both in the upregulated and downregulated transcripts (Fig. 2a and 2c). 

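The GO term search was not repeated here, since no table of GO terms was used. In its place the fold changes of a list of 70 autophagy genes and a list of 70 cell death genes were taken, each gene by its transcript with the highest mean FPKM. Of the autophagy genes 58 had FPKM in both libraries, with 32 higher and 26 lower after curcumin treatment. Their median log2 fold change was 0.10 (quartiles -0.41 and 0.57). None of 10000 random lists of 58 genes matched on mean expression had a higher median, and the middle 95% of them lay between -0.69 and -0.20. Centring moved the median of the list most, to 0.55. Past the cutoffs lay TP53INP1, which rose from 0.116 to 0.687 FPKM (log2 fold change 2.57), and ATG10, which fell from 3.93 to 1.07 FPKM (-1.87). With a pseudocount of 1 neither was past the cutoffs, at 0.60 and -1.25, and after centring ATG10 was at -1.42. Of the cell death genes 47 had FPKM in both libraries, with 19 higher and 28 lower. Their median was -0.36 (quartiles -0.91 and 0.25), or 0.093 after centring. It lay within the middle 95% of the random lists, -0.68 to -0.13, with 6205 of 10000 at or below it. The list holds genes that promote and genes that oppose cell death, such as BCL2L11 and BIRC2, and was not split by these roles. Its median therefore does not tell whether cell death was favoured, for or against the paper's proposal. The cell death genes that rose past the cutoff were BIRC2 (2.77), BCL2L11 (2.58) and TRIB3, which also belongs to Table S1, and those that fell past it were RIPK3 (-1.89), AIFM1 (-1.60) and CASP9 (-1.55). BCL2L11, on chromosome 11 from 1156953 to 1199792, rose from 0.395 to 2.36 FPKM. AIFM1, on chromosome X from 13966655 to 13997438, fell from 82.4 to 27.2 FPKM. After centring none of the 3 that fell was past the cutoff, with RIPK3 at -1.44, AIFM1 at -1.15 and CASP9 at -1.10. With a pseudocount of 1 none of the 3 that rose was past it, with TRIB3 at 1.48, BCL2L11 at 1.27 and BIRC2 at 0.51. CASP9 was short of it with a pseudocount of 0.1 as well (-1.45). RIPK3 had 2 transcripts, whose sum had a log2 fold change of -1.44. BIRC2 had 2 transcripts under 1 FPKM, the other of which fell (-2.37), and their sum had a log2 fold change of 0.40. TNFSF10 was listed with 1.54 FPKM in the untreated library and with no value in the curcumin library. From the GO terms of the transcripts past the cutoffs on both sides, the paper proposes that the treated cells might turn on programmes of cell death and of autophagy.

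**Figure D3:**
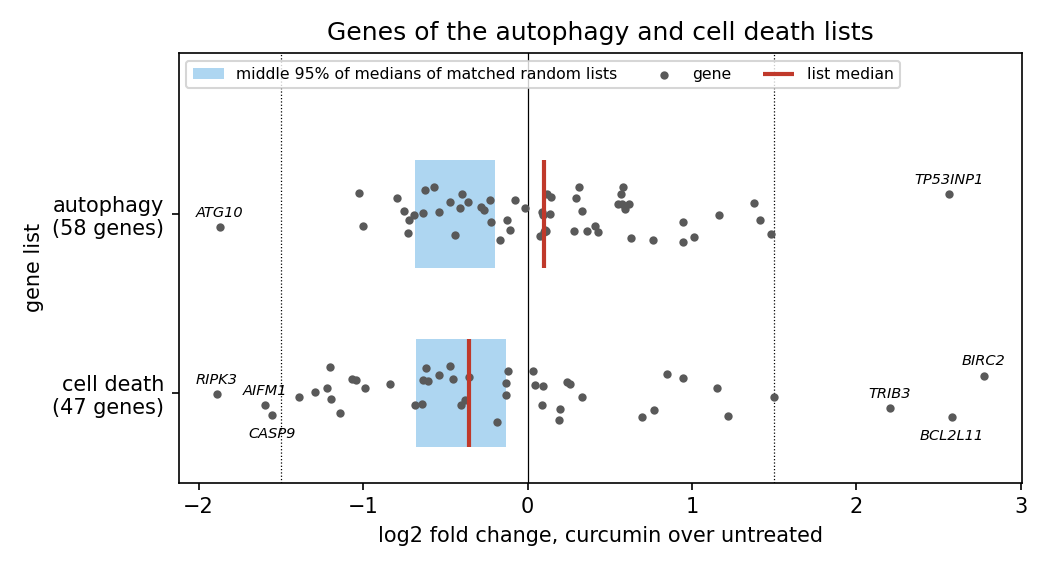
Log2 fold change (curcumin over untreated FPKM, 1 library each) of the 58 autophagy and 47 cell death genes, 1 point per gene, spread vertically only to separate the points. Red lines are the list medians, 0.10 and -0.36 (the latter 0.093 after centring on transcripts with a mean FPKM of at least 1), shaded areas the middle 95% of the medians of 10000 matched random lists, and dotted lines the cutoffs; genes past a cutoff are named.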

Further, under the category of cellular processes, genes involved in cell death and autophagy were observed for both upregulated and downregulated transcripts (Fig. 2b and 2d) which suggests that cells might activate autophagy and apoptotic pathways upon curcumin treatment.

**Fig. 2:**
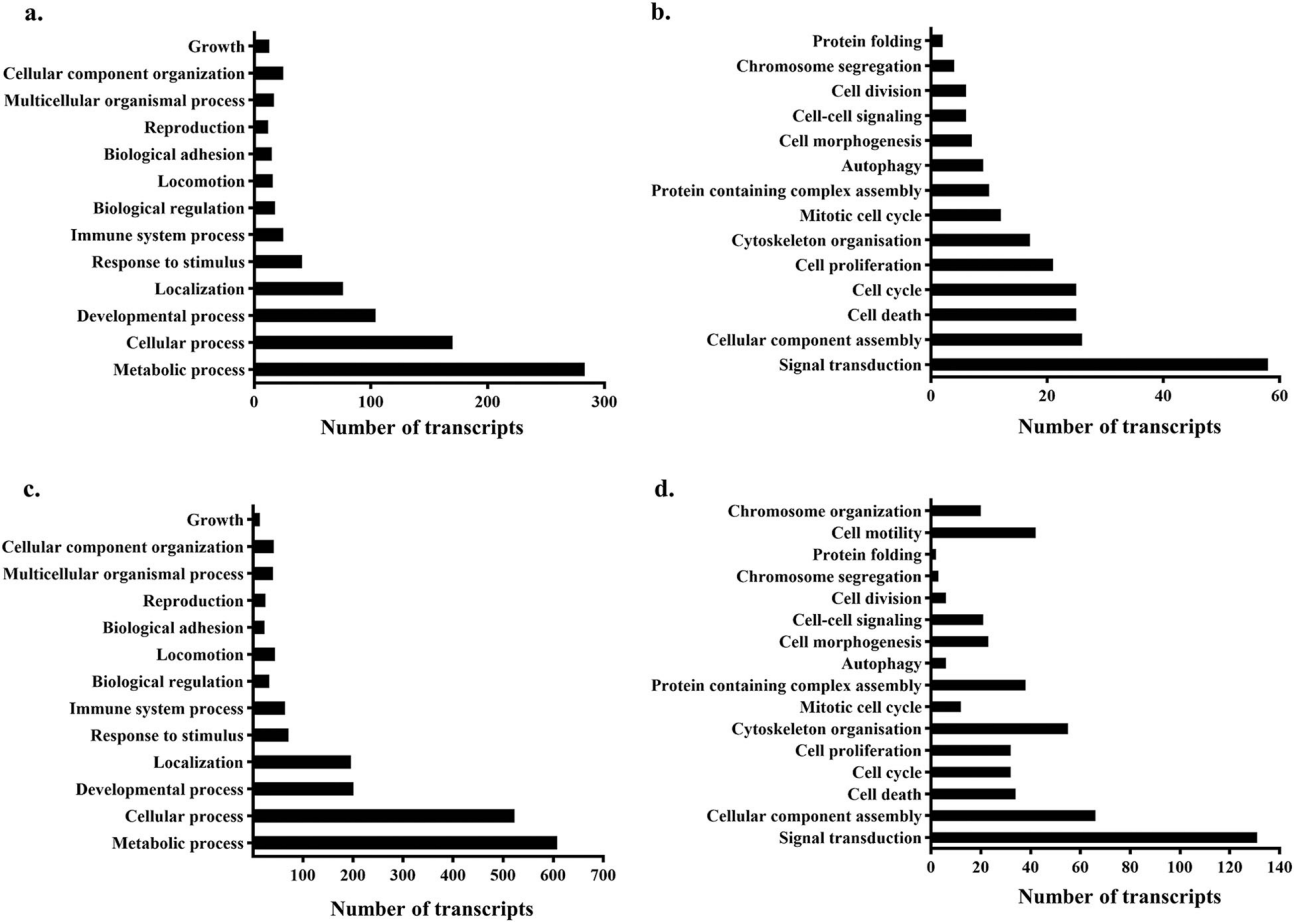
Transcriptomic changes induced by curcumin in Ana2014 cells. **a** Gene Ontology-Based on Biological Process (GO-BP) analysis of upregulated genes (log2fold change > 1.5), **b** Analysis of upregulated transcripts involved in cellular process, **c** GO-BP analysis of downregulated genes (log2fold change < −1.5), **d** Analysis of downregulated transcripts involved in cellular process

### Curcumin induces apoptosis in Ana2014 cells

To explore the status of DNA fragmentation upon curcumin treatment, the curcumin treated (20, 40 and 80 µM) and untreated cells were labeled by catalytically incorporating FITC-dUTP at the 3′- hydroxyl ends of the fragmented DNA by enzyme terminal deoxynucleotidyl transferase. The results of the flow cytometric analysis showed increase in the DNA fragmentation with increasing concentration of curcumin (Fig. 1c). Furthermore, the apoptotic cell population was determined quantitatively by annexin V-FITC/PI apoptosis detection kit after incubating cells with 20 µM curcumin for 24 h. FACS analysis showed an increase in the apoptotic cell population with curcumin treatment (Fig. 1d, and Figure S3).

### Curcumin induces caspase-dependent apoptosis in Ana2014 cells

Caspases have been found to be importantly involved in apoptosis. We thus examined the cleaved forms of caspase 8 and caspase 3 by western blot after treating cells with 5, 10, and 20 µM curcumin for 24 h. Cleaved caspase 3 was detected only with 20 µM of curcumin treatment whereas cleaved caspase 8 was observed with both 10 µM and 20 µM curcumin treatment (Fig. 3a). The activities of caspase 3 and caspase 8 were also measured. The increase in the activity of both caspase 3 and caspase 8 was observed after 20 µM curcumin treatment to Ana2014 cells which was abolished in the presence of their inhibitors (Fig. 3c). Further, we examined the fate of PARP which is present at the downstream of caspase pathway. The cleaved form of PARP was observed upon the treatment of Ana2014 cells with 20 µM curcumin, suggesting the induction of caspase-dependent apoptosis in treated cells (Fig. 3a).

**Fig. 3:**
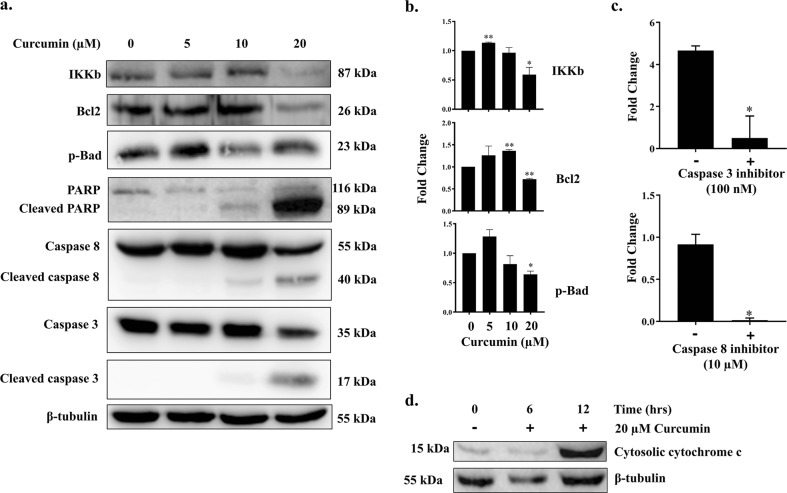
Curcumin induces caspase activation in Ana2014 cells. **a** Western blot presenting the cleaved forms of caspase 3, caspase 8 and PARP upon curcumin treatment at various concentrations (5, 10, and 20 µM) for 24 h. Change in the expression level of the IKKb, Bcl2, and p-Bad upon curcumin treatment at various concentrations (5, 10, and 20 µM) for 24 h, **b** fold change in the expression of IKKb, Bcl2, and p-Bad upon curcumin treatment after normalization of western blot data, **c** After curcumin treatment, the activities of caspase 3 and caspase 8 were recorded. The activity of caspase 3 and caspase 8 were shown in the presence and absence of their inhibitors after 20 µM curcumin treatment. **d** Western blot showing the amount of cytochrome c present in cytoplasm after 20 µM curcumin treatment at different time points (6 h and 12 h). *N* = 3. Data are presented as mean ± SD. * represents *p* < 0.05, ** represents *p* < 0.01, and *** represents *p* < 0.001, compared with the untreated group

### Curcumin induces cytochrome c release from mitochondria in Ana2014 cells

The decrease in the level of Bcl2 is required for the activation of apoptosis. We also observed the decrease in the Bcl2 level upon curcumin treatment of the Ana2014 cells (Fig. 3a, b). The decrease in Bcl2 levels in the cells promote the release of cytochrome c from mitochondria, which subsequently leads to the activation of caspases. The Ana2014 cells treated with 20 µM curcumin for 6 h and 12 h revealed that there was the release of cytochrome c in the cytoplasm of Ana2014 cells in time-dependent manner (Fig. 3d). This suggests that curcumin also activates the intrinsic apoptotic pathway in Ana2014 cells.

### Curcumin induces autophagy in Ana2014 cells

The cells were stained with a lysosomal dye acridine orange (AO) to visualize the autolysosomes in the Ana2014 cells. The AO binds to dsDNA and emits green fluorescence while it emits red fluorescence when it is bound to ssDNA or RNA. It emits orange fluorescence inside acidic vacuoles. We observed the increase in orange fluorescence after curcumin treatment (Fig. 4a) which indicates the increase in autolysosomes upon curcumin treatment. Next, we examined the levels of LC3B after curcumin treatment. The western blotting showed that curcumin stimulates the dose dependent conversion of LC3B (Fig. 4b, c). To further confirm the increase in the formation of autophagosomes, we transfected Ana2014 cells with mCherry-hLC3B-pcDNA3.1 plasmid. We observed a significant increase in the LC3B puncta formation (Fig. 4d, e) suggesting that there was an increase in the number of autophagy vacuoles. Since the lysosomal turnover, but not a cellular level of endogenous LC3, is a marker for autophagy^35^, we further assessed the levels of LC3B with respect to LC3A in presence of E64d, an inhibitor of lysosomal proteases, with curcumin treatment. We found that there is accumulation of LC3B upon treatment with E64d prior to curcumin treatment which confirm that there is increase in lysosomal turnover of LC3B in Ana2014 cells (Fig. 5a, b). Finally, we examined the formation of autophagosomes through TEM where autophagosomes were clearly seen in Ana2014 cells after curcumin treatment (Fig. 5c). These results confirm that curcumin induces autophagy in Ana2014 cells.

**Fig. 4:**
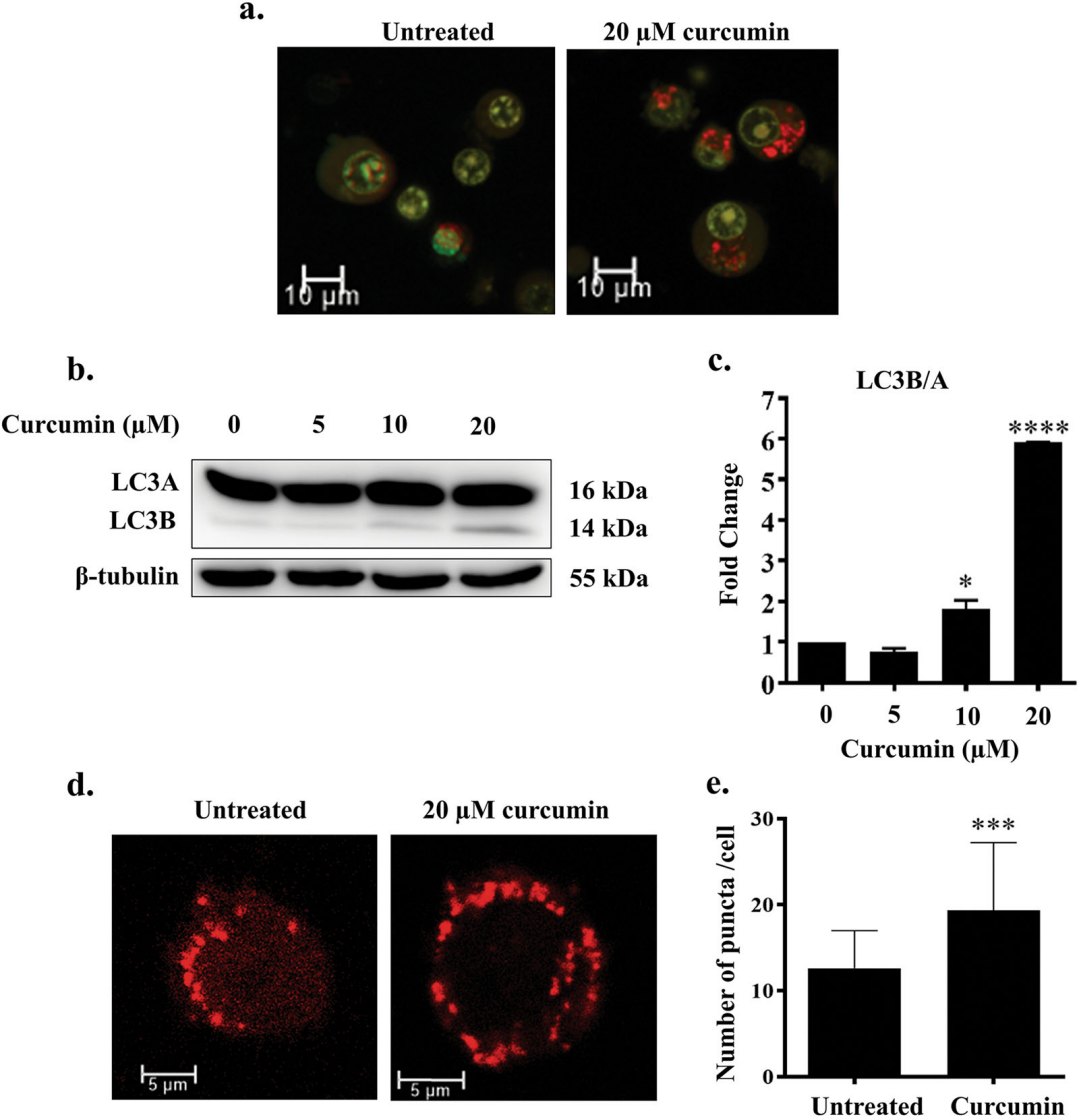
Curcumin induces autophagy pathway in Ana2014 cells. **a** Confocal microscopy of Ana2014 cells treated with curcumin (20 µM) showing the accumulation of many acridine orange (AO) positive acidic vesicles, **b** Western blot analysis of Ana2014 cells treated with various concentrations (5, 10, and 20 µM) of curcumin showing the conversion of LC3A to LC3B, **c** Fold change in expression of LC3B/A after normalization of western blot data. *N* = 3. Data are presented as mean ± SD. * represents *p* < 0.05, ** represents *p* < 0.01, and *** represents *p* < 0.001, compared with the untreated group, **d** Ana2014 cells transiently transfected with mCherry-hLC3B-pcDNA3.1 were treated with 20 µM curcumin. mCherry-hLC3B-pcDNA3.1 puncta were observed by confocal microscope, **e** significant increase in the number of puncta per cell upon curcumin treatment

**Fig. 5:**
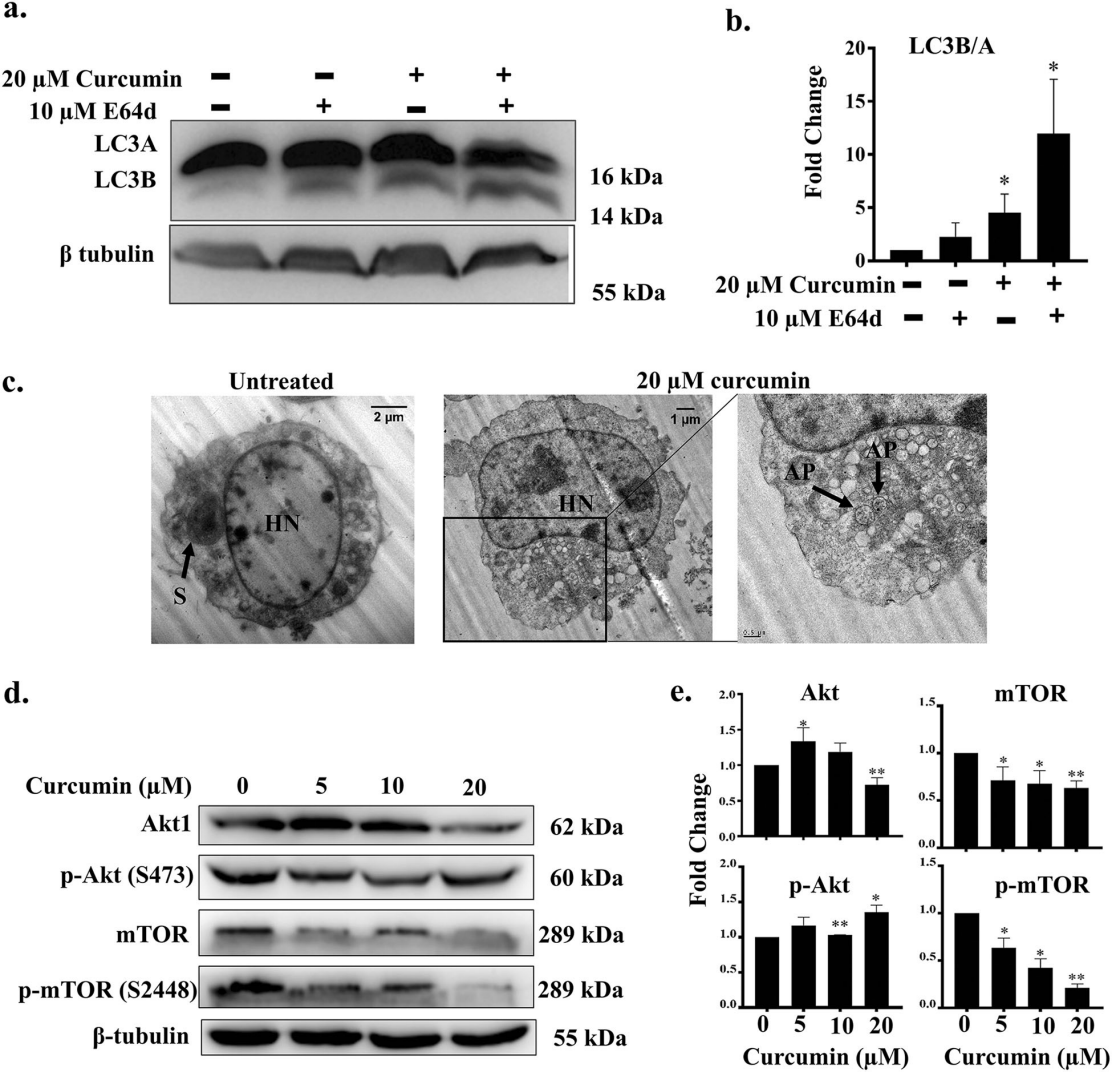
Effect of E64d on LC3B/A levels in curcumin treated Ana2014 cells. **a** Western blot showing stabilization of LC3B in Ana2014 cells by E64d treatment prior to curcumin treatment, **b** Fold change in the expression of LC3B/A after E64d and curcumin treatment. *N* = 3. Data are presented as mean ± SD. * represents *p* < 0.05, ** represents *p* < 0.01, and *** represents *p* < 0.001, compared with the untreated group, **c** TEM images of control and curcumin treated cells. Enlarged section in the image locating the autophagosomes within the curcumin treated cell, S=Schizont, HN=Host nucleus, AP=Autophagosome **d** Western blot analysis of Ana2014 cells treated with various concentrations (5, 10, and 20 µM) of curcumin showing the changes in the expression levels of Akt, p-Akt, mTOR and p-mTOR, **e** Fold change in expression of Akt, p-Akt, mTOR, and p-mTOR proteins after normalization of western blot data. *N* = 3. Data are presented as mean ± SD. * represents *p* < 0.05, ** represents *p* < 0.01, and *** represents *p* < 0.001, compared with the untreated group

To further evaluate the signaling pathway underlying curcumin induced autophagy, the activation status of mTOR and its upstream regulator Akt were determined by western blotting. We found that the expression levels of phosphorylated mTOR was significantly decreased in the curcumin treated Ana2014 cells suggesting the activation of the process of autophagy (Fig. 5d, e). However, we were surprised to observe slight increase in the phosphorylated Akt (Fig. 5d, e).

### Curcumin induces reactive oxygen species mediated apoptosis and autophagy in Ana2014 cells

Reactive Oxygen Species (ROS) activate several signaling pathways that leads to apoptosis^36^. To investigate the ability of curcumin to generate ROS in Ana2014 cells we used the specific oxidation sensitive fluorescent dye DCFH-DA. DCFH-DA is a cell permeable dye which gets oxidized intracellularly in presence of the ROS and forms a fluorescent product dichlorofluorescein (DCF). DCF can be monitored by fluorescence based techniques. Increased fluorescence of DCF was observed after curcumin treatment to Ana2014 cells (Fig. 6a). However, addition of anti-oxidant, NAC, prior to curcumin treatment was found to decrease the DCF fluorescence in Ana2014 cells, suggesting there was indeed an increase in the ROS production after curcumin treatment. Further, we found that the addition of NAC prior to curcumin treatment leads to the decrease in the curcumin induced death in Ana2014 cells (Fig. 6b). So, next we studied the effect of ROS in the regulation of curcumin induced apoptosis and autophagy in Ana2014 cells. We observed that decrease in ROS could revert back the activation of caspase 3, caspase 8 and LC3B/A levels (Fig. 6c, d). The upstream regulator in autophagy such as phosphorylated Akt was found to be decreased while phosphorylated mTOR was found to be increased suggesting that oxidative stress plays an important role in curcumin mediated cell death in the Ana2014 cells (Fig. 6c, d).

**Fig. 6:**
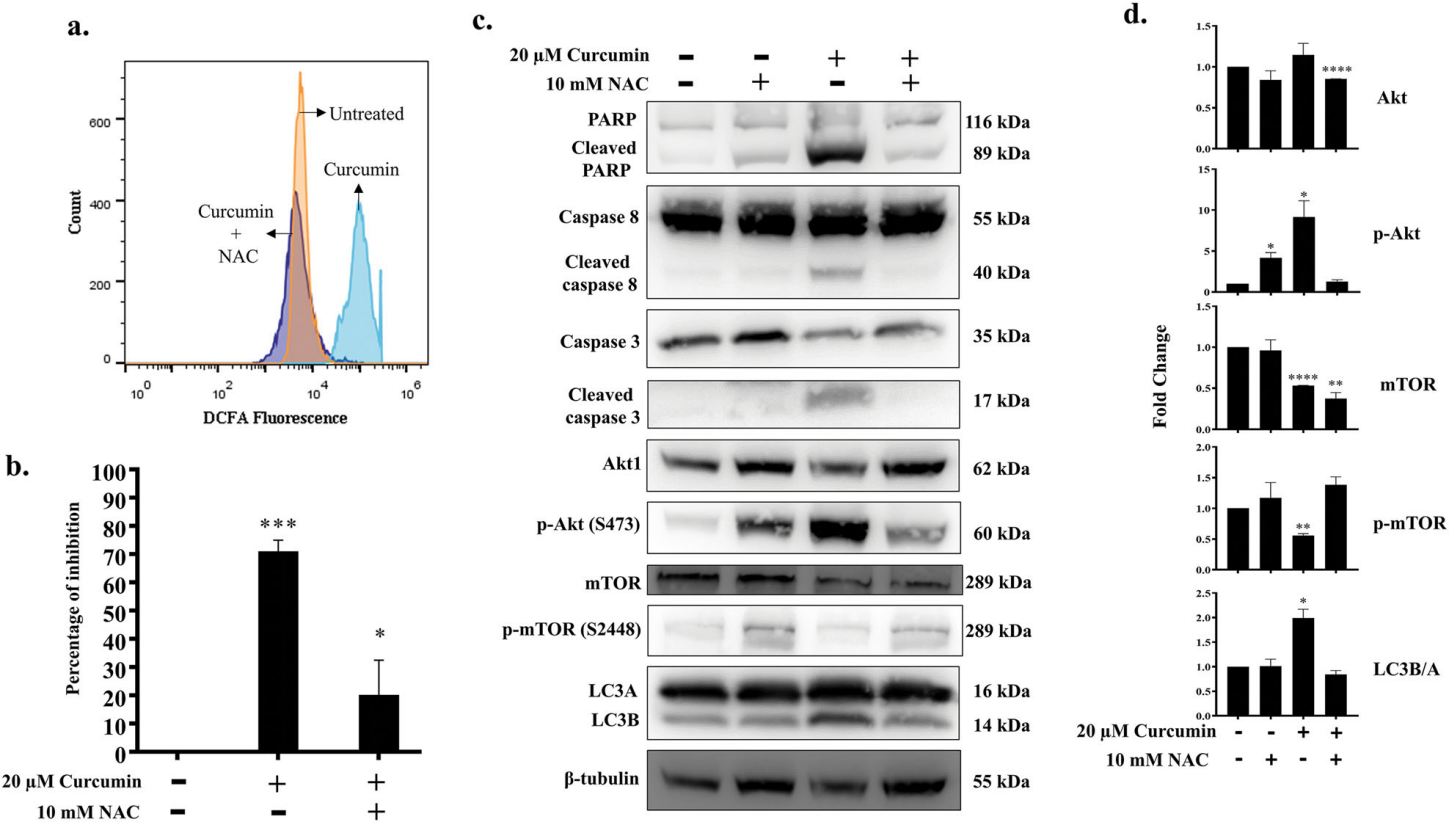
Curcumin generates ROS, associated with cell death. **a** detection of the levels of ROS by DCFH-DA fluorescence upon curcumin treatment and both curcumin and NAC treatment, **b** percentage of growth inhibition upon treating Ana2014 cells with curcumin (20 µM for 24 h) alone and in the presence of NAC, **c** Western blot showing the expression levels of apoptosis and autophagy-related proteins after curcumin treatment with and without inhibition of ROS using NAC, **d** Fold change in expression of apoptosis and autophagy-related proteins after curcumin treatment with and without inhibition of ROS using NAC. *N* = 3. Data are presented as mean ± SD. * represents *p* < 0.05, ** represents *p* < 0.01, and *** represents *p* < 0.001, compared with the untreated group

## Discussion

*Theileria annulata* and *Theileria parva* are the two parasites which have the potential to transform the host cells. *Theileria* infected bovine leucocytes have cancer hallmarks such as hyper-proliferation, immortality, deregulation of cellular energetics, activation of invasion etc^5^. Curcumin is known to have anti-cancer activity with pharmacological safety^27,37^. In order to evaluate the potential of curcumin to control the proliferation of *T. annulata* infected cells, we treated Ana2014 cells with curcumin and observed that the proliferation was inhibited both by time and dose-dependent manner. Curcumin interacts with the cellular membrane and is shown to accumulate in the membranous structures such as plasma membrane, endoplasmic reticulum and nuclear envelope due to its lipophilic nature^38^. Phase I clinical trials, with curcumin as an anti-cancer agent, in humans, showed that curcumin exhibits limited bioavailability due to poor absorption, rapid metabolism, and rapid systemic elimination^39^. For this reason, we estimated the quantitative uptake of curcumin at 20 µM. We found that Ana2014 cells could take up almost 1/7th of the externally provided curcumin (20 µM). Further, curcumin has been shown to kill tumor cells by modulating several cell signaling pathways^22^. Thus, we performed the whole transcriptome analysis of Ana2014 cells under curcumin treated and untreated conditions to observe the global change in the transcriptome profile and their effect on various signaling pathways. The gene ontology analysis of differentially expressed genes based on biological processes showed that the genes involved in cell death and autophagy were differentially regulated upon curcumin treatment along with other biological processes.

**Fig. 7:**
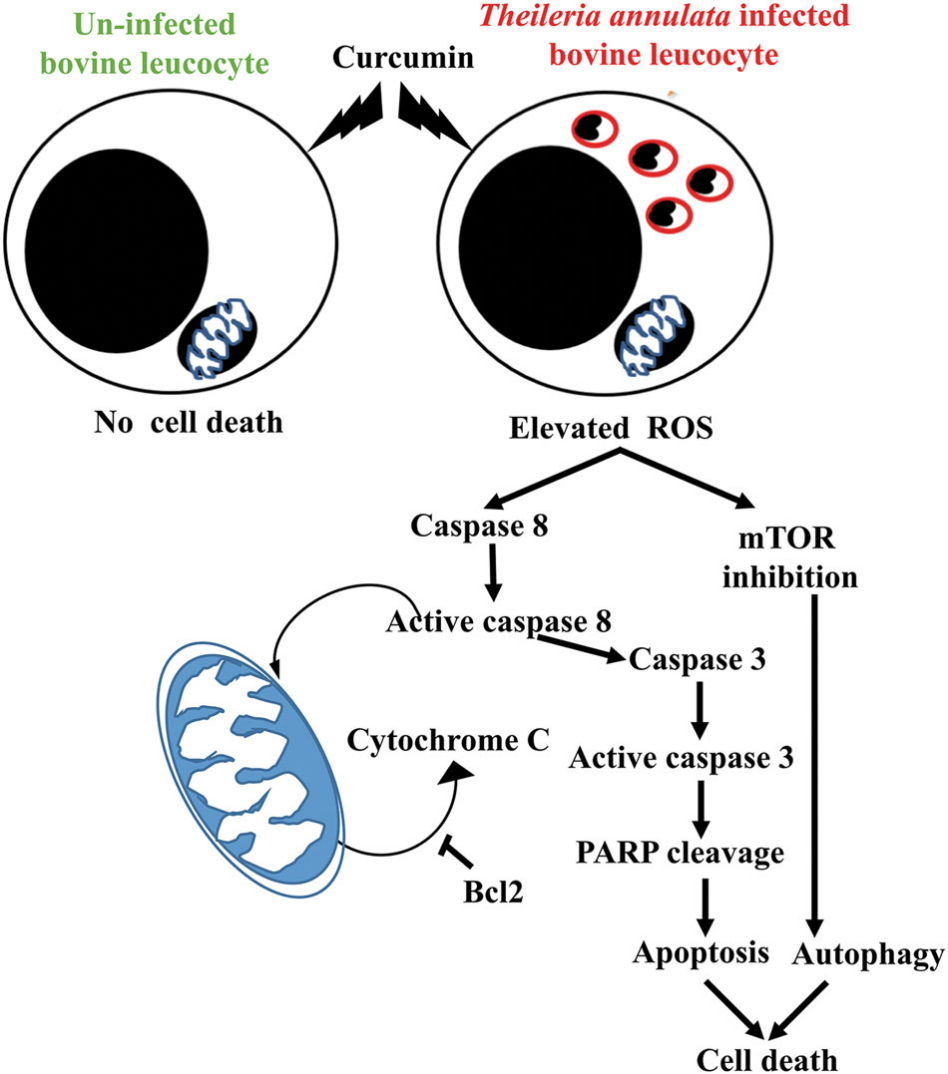
Schematic representation of the mechanism of action of curcumin on the Ana2014 cells and uninfected bovine PBMC. Curcumin treatment increases ROS levels in the Ana2014 cells which lead to cytochrome c and caspase mediated apoptosis. Increased ROS levels induce autophagy through inhibition of mTOR in Ana2014 cells, whereas curcumin has no effect on uninfected bovine PBMC

Curcumin has been shown to induce apoptosis in various cancer cells^40–42^. DNA fragmentation is a biochemical hallmark of apoptosis^43^. Hence, we carried out TUNEL assay and found that curcumin treatment leads to DNA fragmentation in Ana2014 cells in dose-dependent manner. Further, there was a significant increase in apoptotic cell number assessed through annexin V/propidium iodide staining.

Bcl-2 protein has the ability to inhibit apoptosis by preventing the efflux of cytochrome c from the mitochondria^44^. The release of cytochrome c from mitochondria is essential for the activation of caspases which are required for the commencement of apoptosis^45,46^. The overexpression of Bcl-2 also blocks caspase 8 and caspase 3 activation thus prevents apoptosis^47^. Our data is consistent with the previous studies as curcumin treatment of Ana2014 cells resulted in the decreased expression of Bcl-2 which resulted in time-dependent release of cytochrome c to the cytoplasm and activation of caspase 8, caspase 3 and PARP cleavage in Ana2014 cells. These observations suggest that curcumin induces caspase dependent apoptosis in Ana2014 cells. Also, IkB kinase β (IKKβ), which a catalytic subunit of IkB kinase complex (IKK), is required for the prevention of apoptosis^48^. So, next we analyzed the changes in the levels of IKKβ after curcumin treatment in Ana2014 cells and we found that curcumin treatment caused a decreased level of IKKβ.

Oxidative stress plays a vital role in mediating apoptosis^49^. Previous studies have shown that curcumin generates ROS in several cancer cells and triggers apoptosis^50,51^. In the present study, we found that curcumin induces oxidative stress by generating reactive oxygen species within the cell. And when we pre-treated the cells with N-acetyl-L-cysteine (NAC), a ROS inhibitor, cells were rescued from curcumin induced death and there was neither activation of caspases nor PARP cleavage. These findings confirm that curcumin induces oxidative stress-mediated apoptosis in *Theileria* infected bovine leucocytes.

Autophagy is an evolutionarily conserved, lysosomal degradation process. It is distinct from apoptosis where ubiquitinated proteins and damaged organelles are collected in the autophagosome, which finally fuses with a lysosome. In our study, curcumin treatment was found to promote increase the in acidic vacuoles (lysosome) visualized by AO staining. Autophagy has been shown to have roles both in cell survival and in cell death^52^. Microtubule-associated protein 1 light chain 3 (LC3) is a homolog of yeast Apg8p (or Atg8) which undergoes lipidation to form LC3B from LC3A. The LC3B is known to be crucially involved in the formation of autophagosome and the extent of LC3B is correlated with the extent of autophagosome formation^53^. The curcumin treatment was shown to promote autophagy as evidenced by LC3B formation and its accumulation with E64d assessed by western blotting. Also, there was an increase in LC3B puncta formation after curcumin treatment. mTOR is a negative regulator of autophagy^52^. Curcumin treatment of Ana2014 cells resulted in the decrease in phosphorylation of mTOR which may lead to the activation of autophagy. In our studies, we found that curcumin induced autophagy is ROS dependent manner as pre-treatment with NAC resulted in no LC3B formation and no mTOR phosphorylation.

A large number of studies have been carried towards screening anti-theilerial drugs. Previously, naphthoquinones, namely, parvaquone and menoctone were reported to their anti-theilerial properties^54^. Further, buparvaquone was reported to be effective anti-theilerial drug^55,56^. Buparvaquone induces caspase dependent apoptosis in *Theileria* infected lymphocytes upon parasite death^57^. However, there are reports of resistance to buparavaquone in *Theileria* parasite^58,59^. Our studies suggest that curcumin could be developed as an anti-theilerial drug.

In conclusion, our studies for the first time indicate that curcumin can initiate the process of autophagy and apoptosis in *Theileria* infected bovine leucocytes. We have further shown the mechanism by which curcumin induces autophagy and apoptosis in the *Theileria* infected bovine leucocytes (Fig. 7). Curcumin induces autophagy by inhibiting mTOR phosphorylation in *Theileria* infected bovine leucocytes. Curcumin induces apoptosis through cytochrome c release, activation of caspase 3, caspase 8, and DNA fragmentation in *Theileria* infected bovine leucocytes. Further, antioxidant NAC inhibits both curcumin induced apoptosis and autophagy suggesting the role of ROS. Since curcumin has no effect on uninfected bovine PBMCs, the therapeutic potential of curcumin for curing theileriosis in cattle could further be studied.

## Supplementary information

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Table S1

Supplemental Material File #1

# Supplementary material for: Curcumin induced oxidative stress causes autophagy and apoptosis in bovine leucocytes transformed by Theileria annulata
**Source:** Cell Death Discov. 2019 Jun 4;5:100. doi: 10.1038/s41420-019-0180-8
**Supplement:** Supplementary file 6 — Table S1

**Table S3: List of primer sequences used in RNA-seq experiment validation**

| S.No | Gene Name | Primer sequence | Annealing temperature (°C) |
| --- | --- | --- | --- |
| 1 | BoSLC1A4 | FP: CTCACCATCGCCATTATCCT  RP: ACTTTGACCTCGCTCAGCTC | 60 |
| 2 | BoTRIB3 | FP: GCTGGAGAACCTGGAAGATG  RP: AGTCCTGGAAGGGGTAGTGG | 60 |
| 3 | BoRAB14 | FP: CCGAAGCTACTACAGAGGCG  RP: TCATACGTCACATCCCGCTG | 50 |
| 4 | BoTXNRD | FP: GCCAAGGAGGCAGCCAAATA  RP: CCTCGACGTTCCACCCATAG | 60 |
| 5 | BoIKBKE | FP: TCTACGGCACCGAGGAATAC  RP: TGCGGTACATGATCTCCTTG | 50 |
| 6 | BoFASN | FP: CTGAGTCGGAGAACCTGGAG  RP: CCATATTGTGTGCCTGCTTG | 60 |
| 7 | BoRAC2 | FP: GTCAGCCCAGCCTCCTATG  RP: GAGTCAATCTCCTTGGCCAGT | 60 |
| 8 | BoMFNG | FP: GAGTGCAAGCTGGGTGGTCA  RP: AATGGAGGGAGTGAAACCTGGA | 60 |
| 9 | BoKPNA4 | FP: TGATGCTGGCAACGAACAGA  RP: GCAGGGAAGTGTGAAAGAGC | 50 |
| 10 | BoGFPT1 | FP: TGAACACAATGAGAGGAAGAGTCA  RP: TGGCAAGCTCCACCATAACA | 60 |
| 11 | BoLCP1 | FP: TGGGCTAACTACCACCTGGA  RP: GCATTCTGCCCTCTGGATGT | 60 |
| 12 | BoMGME1 | FP: TATGTGGGTCTGCTGGACTG  RP: TGTAGGCCACCACGATCAAG | 60 |
| 13 | BoFBH1 | FP: TGACGAGGAGCTGACAATCG  RP: AAGTAGCCATCGTGCGTCAT | 60 |
| 14 | BoTRAF3IP3 | FP: CTATGAGCAGAAGGCCAAGG  RP: GCTCTCCAGCTCTCTGTGCT | 50 |
| 15 | BoCDKL2 | FP: GGTTATCAGTGGGATTGGAT  RP: GAGCTCTATACCATCGTGTT | 50 |
| 16 | BoICAM1 | FP: CTCAGACGCTAAGGTCTAC  RP: TAGACAGTCACGTTCTCTTG | 50 |
| 17 | BoTBP | FP: GCGTTTTGCTGCTGTAATCA  RP: CCCCACCATGTTCTGAATCT | 51 |
| 18 | BoPPIA | FP: TACAGGTCCTGGCATCTTGTCC  RP: CACGTGCTTGCCATCCAACC | 56 |

# Supplementary material for: Curcumin induced oxidative stress causes autophagy and apoptosis in bovine leucocytes transformed by Theileria annulata
**Source:** Cell Death Discov. 2019 Jun 4;5:100. doi: 10.1038/s41420-019-0180-8
**Supplement:** Supplementary file 7 — Supplemental Material File #1

**Supplementary figure legends**

**Figure S1. a.** Effect of curcumin on viability of uninfected bovine PBMC, **b.** Curcumin standard absorbance at 428 nm.

**Figure S2. a.** Agarose gel image showing the confirmation of *Theileria* infection in Ana2014 cells through PCR of genomic DNA, **b.** Confirmation of *Theileria annulata* infection in Ana2014 cells by PCR of *Theileria annulata* specific genes TA18945, TA19600 and TA13185.

**Figure S3.** Annexin V-FITC/ PI staining of curcumin treated and untreated cells showing significant increase in apoptotic cell population after curcumin treatment (N=3).

**Figure S4.** Validation of RNA seq experiment by quantitative real time PCR (qRT-PCR). The qRT-PCR analysis of 16 differentially regulated genes was performed. The fold change of the various genes was normalized with endogenous control BoTBP and BoPPIA. a. Increased expression of upregulated genes, b. Decreased expression of downregulated genes. The experiments were performed thrice (biological replicates) and each in triplicates (technical replicates). Data are presented as mean ± SD. The statistical tests were performed with the software Graphpad Prism (Version 7.04). The data were statistically analyzed by multiple t-test. * represents p<0.05, ** represents p<0.01, and *** represents p<0.001, compared with the untreated group.

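TBP (TATA box binding protein) and PPIA (peptidylprolyl isomerase A) were the endogenous controls, and the level of each gene was taken relative to the geometrical mean of their Ct values, so that differences in the amount of cDNA between samples cancel out. Neither symbol is among those of the bovine transcripts analysed here, so no FPKM is given for these genes. The RNA-seq fold changes were scaled over the libraries and not to these controls, so sizes of fold change are not compared between the methods.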

**Figure S5**. **a.** heat map of differentially expressed genes (using R package, version 3.5.0) of Ana2014 cells with and without curcumin treatment (N=1). Orange-high expression and green-low expression levels.

**Table S1:** List of primer sequences used in RNA-seq experiment validation.

How the deposited data were processed for this re-analysis (not part of the article)

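RNA of Ana2014 cells, untreated or treated with 20 µM curcumin for 24 h, was sequenced as 1 library per condition. The authors prepared stranded libraries, sequenced paired ends on an Illumina HiSeq, aligned the reads to the bovine genome (UMD3.1) and to the genome of T. annulata with HISAT2, and quantified transcripts with Cufflinks. The tool versions, the filters on transcripts and the scaling between the libraries are not given in the sources used here, and nor is the version of the parasite genome.

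The deposited values are FPKM per transcript and library, in 1 table for the bovine and 1 for the parasite transcripts. The authors' deposited tables also hold their Cuffdiff comparison: a log2 fold change of curcumin over untreated, a p-value, a q-value and a call for each transcript. Where the authors list no FPKM for a library, this was read as no value and never as 0. The bovine table ended in 3993 lines without an identifier, which were not used. Transcript positions are those of the tables, and both ends span the whole locus, so transcripts of one gene share them. Some entries share a transcript ID and were counted one by one as transcripts.

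From these FPKM values log2 fold changes were computed without a pseudocount for transcripts above 0 in both libraries, and transcripts past the paper's cutoffs of 1.5 and -1.5 were counted. The deposited calls were counted as they stand. No test between the conditions was made, since 1 library per condition allows none, and p-values and q-values are printed only as those the authors deposited. The q-values were checked by adjusting the deposited p-values again by the Benjamini-Hochberg procedure.

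Gene symbols are those of the tables. The rule for the genes named in the text, the gene lists, the alternatives and the main settings were set before the data were examined, with the values of the paper's own text and tables already seen. Named were the genes that the paper names, the members of the autophagy and cell death lists past the cutoffs, and, among transcripts with a gene symbol and a mean FPKM of at least 10, the 5 bovine ones with the highest and the 5 with the lowest fold change and the 3 parasite ones each way. A gene with several transcripts is given by the transcript with the highest mean FPKM, except where a single transcript was picked by size. Genes named outside this rule were chosen after their values were seen. In the analysis BCL2, MTOR, CYCS, FBH1, TBP, PPIA and TA18945 matched no symbol. Results for some single genes are not reported here.

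The 10 gene lists were autophagy, cell death, oxidative stress (targets of NRF2), amino acid response (targets of ATF4), heat shock, NF-kB targets, cell cycle, cholesterol synthesis, ribosomal proteins and mitochondrially encoded genes. They were written from general knowledge, in place of GO terms, and no member of the last list matched a symbol. The median log2 fold change of each list was set beside those of 10000 random lists of the same size, drawn with matching numbers of genes from 20 bins of mean log2 FPKM, and for the test on genomic span from 4 bins of span within each of these. This describes the 2 libraries and is not a test of curcumin. A factor common to all transcripts shifts a list and its random lists alike, so the percentile does not depend on the scaling.

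The alternatives were pseudocounts of 0.1 and 1, a mean FPKM of at least 1 or 5, centring on the median, scaling both libraries to the same total (TPM), transcripts of one gene summed, a cutoff of 1, the fold changes of the authors' deposited tables, other detection limits and other rules for a call, and, for the lists, the mean in place of the median.

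The number of fragments per library is unknown, so no interval for counting error could be given. Fold changes of the 25% of transcripts with the lowest mean FPKM were searched for ratios of whole numbers up to 8. A common factor was allowed. Few fragments per transcript would give such ratios. They were found for 194 of 2296 bovine transcripts, against 0.54 expected at other factors, and for 29 of 437 parasite transcripts, against 0.17. The bovine factor could be 1.11, 2.22 or 0.555, so the relative depth stays open. With 1 library per condition the precision of a single fold change is unknown, and it is lowest at low FPKM.

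The comparison with random lists was tested on simulated data. Of 40 random lists drawn from 8829 bovine genes with shuffled fold changes, 2 lay outside the middle 95% of random lists, and of 40 lists shifted by 1 log2 unit, 40 did. Shuffling breaks any tie between genes, so this could not show how often lists of genes that vary together lie outside. Shifts smaller than 1 log2 unit were not tried. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

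Left out were the GO term analysis, which needs a table of terms that was not used here, and all measurements of the paper other than RNA-seq.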

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

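The test on genomic span was written before its result was seen, and the other tests of explanations in this part were chosen after the results were seen. Apart from FASN and TXNRD1, which were measured by qRT-PCR, the 3 patterns lie in genes or data that the paper does not report on, and none has a replicate.

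The cholesterol synthesis list, which also holds genes of fatty acid synthesis, was lower in the curcumin library. All 26 genes with FPKM in both libraries fell, 21 of them below -1.5, and the median log2 fold change was -1.93 (quartiles -2.28 and -1.79). None of 10000 random lists matched on mean expression reached this median, and the middle 95% of them lay between -0.79 and -0.15. HMGCS1 fell from 221.0 to 38.2 FPKM (-2.53), ACAT2 from 259.6 to 58.6 (-2.15) and FADS1 from 9.85 to 1.14 (-3.11), while the smallest falls were those of INSIG1 (-0.76) and STARD4 (-0.26); these genes were chosen after their values were seen. One member, FASN, is among the genes of Table S1, and without it the median was -1.93. Scaling between the libraries does not account for the fall, since the list median minus the middle of the random medians was -1.47, which no common factor changes, and the median after centring was -1.48. Few fragments do not account for it, as the 12 members with a mean FPKM of at least 10 had a median of -2.08, below the middle 95% of random lists of such genes, -0.90 to -0.11. Neither does genomic span, as random lists matched on span as well had no median below -1.04. Another difference between the 2 cultures, such as their density or medium, cannot be told apart from curcumin with 1 library per condition. That curcumin lowers these transcripts may be one explanation and stays a hypothesis.

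The oxidative stress list, made of targets of NRF2, was higher in the curcumin library. Of 22 genes with FPKM in both libraries 14 rose and 8 fell, with a median of 0.56. All 10000 random lists matched on mean expression had a lower median, and the middle 95% of them lay between -0.75 and -0.038. HMOX1 had 3.89 FPKM in the curcumin library and no value listed in the untreated library, so no fold change is given. OSGIN1 (3.35), SLC7A11 (2.93), SRXN1 (2.51) and TXNRD1 (2.12) rose past the cutoff and GSTA4 fell past it (-2.13); all but TXNRD1 were chosen after their values were seen. The list shares 2 of its genes with other lists and 1 with Table S1, and without them the median was 0.22. Scaling does not account for the rise, since the list median was 0.94 above the middle of the random medians on the log2 scale. The highest median of the random lists, which hold genes of the same mean expression, was 0.24. This repeats the comparison above and is no separate test of few fragments. The rise rests on genes of lower abundance, so few fragments stay open. The 9 members with a mean FPKM of at least 10 had a median of -0.18, within the middle 95% of random lists, -0.90 to -0.033. Another difference between the 2 cultures cannot be told apart from curcumin with 1 library per condition. A response of part of the NRF2 targets to curcumin may be one explanation and stays a hypothesis. The paper's measurements of ROS were made in other samples.

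In the parasite data, which the paper does not report on, the q-values of the authors' deposited table are under 0.05 for 3 transcripts. Each has FPKM in the curcumin library and no value in the untreated library: TA15645 with 115.7 FPKM, TA06540 with 24.0 and TA07905, annotated as a putative MAC/perforin protein, with 12.3. Their q-value in the authors' deposited table is 0.0296. All 3 share their p-value, the smallest listed for either species, with the 6 bovine transcripts of the smallest bovine q-value. Those 6 also have FPKM in 1 library only, and the q-values differ only through the adjustment, made over each species apart. The lower q-value is therefore no stronger evidence for the parasite transcripts. In all, 31 parasite transcripts had a value in 1 library only, 14 in the untreated and 17 in the curcumin library. Few fragments on short transcripts may explain the group as a whole, as its median genomic span was 711 bp against 1407 bp for all parasite transcripts, and none of 10000 random sets of 31 transcripts had so short a median. Of the 3 transcripts, TA07905 spans 1716 bp, TA06540 1152 bp and TA15645 413 bp, so 1 of them is longer than the median of all. No biological explanation was tested. Another difference between the 2 cultures cannot be told apart from curcumin with 1 library per condition.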

How the results depend on the processing

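No alternative was added after the results were seen. No paired analysis was possible because there is 1 library per condition, and the results come from no test. Counts are taken as the same within 1.5 times, and log2 fold changes and list medians where the sign and the side of the cutoffs stay.

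Of the 443 bovine transcripts above 1.5 and 933 below -1.5, a pseudocount of 1 left 41 and 289, a mean FPKM of at least 1 left 134 and 574, and a mean of at least 5 left 15 and 294. These settings shrink or leave out transcripts with low values by their construction. A cutoff of 1 gave 795 and 2131. Centring on the median gave 742 and 472, and scaling to the same total gave 599 below -1.5, while the 618 above 1.5 were within 1.5 times of the main count. The counts with a pseudocount of 0.1, with transcripts summed per gene and with the fold changes of the authors' deposited table, whether or not transcripts in 1 library only were added, were within 1.5 times. A common scaling moved the median of all transcripts from -0.41 to -0.12 at the same total, and to 0 by construction for the transcripts used in centring. Which scaling is right was not tested. Calls at any fold change above or below 0 gave 2887 up and 6294 down, and at 1 they gave the deposited numbers. The number of transcripts detected per library was within 1.5 times under every detection limit, in both species.

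Of the parasite transcripts 77 were above 1.5 and 64 below -1.5, and only the cutoff of 1, with 147 and 154, moved these by more than 1.5 times. Among those past the cutoffs the share above was 54.6%, 58.6% after centring and 66.9% at the same total, with 97 above and 48 below.

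The directions of the 15 genes of Table S1 were kept under all 5 alternatives, which could not have changed them. A pseudocount cannot change a direction, and each gene has 1 transcript to sum. The scaling shifts, by the median of -0.45 and by 0.29, were smaller than the smallest size of fold change, 1.62. The list medians kept their sign and side under every alternative with these exceptions. After centring the median was 0.093 for cell death, 0.19 for heat shock, 0.43 for NF-kB targets, 0.36 for ribosomal proteins and -1.48 for cholesterol synthesis. At the same total it was 0.024 for heat shock, 0.27 for NF-kB targets and 0.20 for ribosomal proteins, each of which had a median below 0 as the authors scaled the libraries. The mean of the list was 0.058 for heat shock and 0.0072 for NF-kB targets, where the median and the mean differ in sign.

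Of 46 named genes 27 kept their sign and side under all 5 alternatives. The sign changed for IKBKB (0.17 after centring and 0.0041 at the same total), MAP1LC3A (0.19 and 0.023) and MAP1LC3B (0.28 and 0.12), whose fold changes lie close to the median of all transcripts; no other named gene changed sign. The cause was not tested beyond the shift that the scaling makes by its construction. A pseudocount of 1 took 10 named genes across a cutoff, centring 9, the same total 4, summing transcripts 3 and a pseudocount of 0.1 took 1. Summing transcripts brought the parasite gene TA14300 from 3.20 to 0.24 and BIRC2 from 2.77 to 0.40.

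With the number of fragments unknown, the counting error behind a single fold change could not be given. Among bovine transcripts, fold changes at a mean FPKM under 1 are the least certain, as their wider spread shows.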

Differences from the paper's values

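The paper's number of bovine transcripts, on average over both libraries, is 12487, and the mean here was 9260.5. With transcripts summed per gene it was 8892.5, at a detection limit of 0.1 it was 9121.5 and at a limit of 1 it was 6939.5. The paper's number is above the 9340 transcript entries of the bovine data, so no setting here could have reached it. Only under the limit of 1 is the paper's number more than 1.5 times the one found here, but it is higher than the count under every setting. The paper's 795 and 2131 transcripts called by Cuffdiff and its 443 and 933 transcripts past the cutoffs equal the numbers counted here.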

Other observations

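All tests of explanations in this part were chosen after the results were seen.

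Genes that the paper names outside its RNA-seq results had the RNA values below. Where the paper measured them, it measured protein, its cleavage or its phosphorylation, so these are not compared. In the paper LC3A and LC3B are the LC3 protein before and after lipidation, while MAP1LC3A and MAP1LC3B are transcripts of different genes. PARP1 fell from 88.0 to 38.4 FPKM (log2 fold change -1.20), BAD from 20.2 to 8.76 (-1.20), MYC from 6.29 to 2.33 (-1.43), HIF1A from 6.38 to 3.60 (-0.82) and AKT1 from 52.2 to 30.1 (-0.79), all below the median of all transcripts. CASP8 had 1.26 FPKM in the untreated and 1.44 in the curcumin library (0.19). IKBKB (6.95 and 5.72 FPKM, -0.28), MAP1LC3A (14.0 and 11.7, -0.26) and MAP1LC3B (14.4 and 12.8, -0.17) were lower as scaled by the authors and higher after centring or at the same total. No transcript was found under the symbols BCL2, MTOR and CYCS.

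The parasite table held 1777 transcript entries with 1768 IDs, 1760 with FPKM in the untreated and 1763 in the curcumin library, and the median log2 fold change was -0.081 over the 1746 with both, or 0.12 with both libraries scaled to the same total. Of the parasite genes that the paper detected by PCR of DNA, TA19600 had 2250.3 FPKM in the untreated and 1748.6 in the curcumin library (-0.36) and TA13185 had 1908.7 and 1177.4 (-0.70), and TA18945 matched no symbol. Past the cutoff of 1.5 lay 77 parasite transcripts and below -1.5 lay 64. The highest at a mean FPKM of at least 10 were TA17995, a putative Tim10 homologue, from 6.44 to 127.9 FPKM (4.31), TA03695 (3.62) and 1 of 2 entries with the same transcript ID under TA14300 (3.20), the other of which fell (-0.53). The lowest were TA10810, from 30.8 to 1.22 FPKM (-4.65), TA07455 (-3.33) and TA05185 (-3.24). A mean FPKM of at least 10 does not rule out few fragments in the parasite data. The parasite transcripts searched for whole-number ratios had a mean FPKM of up to 17.5. TA10810 (16.0), TA07455 (13.6), TA05185 (10.5) and TA03695 (15.4) lie below this limit, while TA17995 (67.2) and the TA14300 entry that rose (25.1) lie above it. Whether both species were scaled together is not given in the sources used here, so FPKM of host and parasite are not compared.

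The remaining gene lists gave these medians. The amino acid response list (targets of ATF4) had a median of 0.58 over 31 genes, above all 10000 matched random lists; 6 of its genes are in other lists and 2 in Table S1, and without these the median was 0.41. The cell cycle list had a median of -0.85 over 49 genes, with 47 lower, and 11 of 10000 random lists had a median as low. NF-kB targets had a median of -0.016 over 26 genes, with 12 higher and 14 lower, above 99.4% of the random lists, and ribosomal proteins -0.087 over 40 genes, above 99.95% of them; both medians are above 0 after centring and at the same total. Heat shock genes had a median of -0.26 over 13 genes, within the middle 95% of the random lists, and a median above 0 under the same scalings. Of the lists other than ATF4 targets, heat shock shares 1 gene with another list, NF-kB targets share 2 and hold 1 gene of Table S1, the cell cycle shares 1 and ribosomal proteins share none. The autophagy list shares 3 genes with other lists, and the cell death list shares 7 and holds 1 gene of Table S1. No mitochondrially encoded gene matched a symbol.

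Genes of the class II MHC fell together. After BoLA DR-ALPHA had come up among the lowest fold changes, the transcripts whose description names the class II histocompatibility complex were collected. All 6 others fell: a DM beta chain (ENSBTAG00000012451) from 8.60 to 1.27 FPKM (-2.76), the transactivator CIITA from 4.02 to 0.667 (-2.59), a DQ beta chain (ENSBTAG00000021077) at under 1 FPKM (-2.40), HLA-DOB, also at under 1 FPKM (-2.31), the invariant chain CD74 from 235.3 to 104.7 (-1.17) and HLA-DMA from 14.9 to 6.71 (-1.15). Scaling between the libraries does not account for it, as the median of these 6, -2.36, was reached by 1 of 10000 random lists matched on mean expression. The random lists, with genes of the same mean expression, had a 2.5th percentile of -1.19. This is the same comparison and no separate test of few fragments, which stay open for these 6. CD74 and HLA-DMA, the only ones of the 6 with a mean FPKM of at least 10, fell less, with a median of -1.16. Whether reads were shared among similar class II genes was not tested. Another difference between the 2 cultures cannot be told apart from curcumin with 1 library per condition, and a change in the mix of cells was not tested. That curcumin lowers these transcripts may be one explanation and stays a hypothesis.

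The genes measured by qRT-PCR, which the paper states were picked at random, carry low p-values in the authors' deposited table. All 8 upregulated genes and all 7 downregulated ones with a transcript have a p-value under 0.05 there, against 41 of 795 (5.16%) and 311 of 2131 (14.6%) of all transcripts called up and down in the authors' deposited table. A draw of as many from all calls, without regard to the p-value, would give this with a probability of 2.50e-11 for the upregulated and 1.33e-06 for the downregulated genes (exact hypergeometric probability). Drawn only from transcripts past the cutoffs with a mean FPKM no lower than the lowest of these genes, the probability was 5.86e-05 for the upregulated, where 28 of 86 qualify by the authors' deposited table, and 0.0561 for the downregulated, where 223 of 335 do. An even draw above these limits is thus a candidate explanation for the downregulated genes and not for the upregulated ones. A choice that favours the more abundant of the upregulated transcripts was not tested and stays open. The draws leave out FBH1, for which no transcript was matched. How far the qRT-PCR results extend to calls with low FPKM was not tested.

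More bovine transcripts fell below -1.5 than rose above 1.5, and the balance depends on the scaling. Of the transcripts past the cutoffs 61.1% were higher after centring and 50.8% at the same total, against 32.2% as the authors scaled the libraries. A common factor moves this share by construction, and which factor is right is unknown, so scaling between the libraries stays open. At a mean FPKM of at least 5 more transcripts lay below than above under each of these scalings, with 56 above and 103 below after centring and 40 and 154 at the same total. Most transcripts above 1.5 have low values. Few fragments may account for this, as the interquartile range of the log2 fold changes was 1.92 at a mean FPKM under 1 and 0.83 at 10 or more.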
